# Drought Stress-Mediated Transcriptome Profile Reveals NCED as a Key Player Modulating Drought Tolerance in *Populus davidiana*

**DOI:** 10.3389/fpls.2021.755539

**Published:** 2021-10-28

**Authors:** Sang-Uk Lee, Bong-Gyu Mun, Eun-Kyung Bae, Jae-Young Kim, Hyun-Ho Kim, Muhammad Shahid, Young-Im Choi, Adil Hussain, Byung-Wook Yun

**Keywords:** NCED3, NCED1, drought, *Populus davidiana*, ABA, transcriptome

## Abstract

*Populus trichocarpa* has been studied as a model poplar species through biomolecular approaches and was the first tree species to be genome sequenced. In this study, we employed a high throughput RNA-sequencing (RNA-seq) mediated leaf transcriptome analysis to investigate the response of four different *Populus davidiana* cultivars to drought stress. Following the RNA-seq, we compared the transcriptome profiles and identified two differentially expressed genes (DEGs) with contrasting expression patterns in the drought-sensitive and tolerant groups, i.e., upregulated in the drought-tolerant *P. davidiana* groups but downregulated in the sensitive group. Both these genes encode a 9-cis-epoxycarotenoid dioxygenase (*NCED*), a key enzyme required for abscisic acid (ABA) biosynthesis. The high-performance liquid chromatography (HPLC) measurements showed a significantly higher ABA accumulation in the cultivars of the drought-tolerant group following dehydration. The Arabidopsis *nced3* loss-of-function mutants showed a significantly higher sensitivity to drought stress, ~90% of these plants died after 9 days of drought stress treatment. The real-time PCR analysis of several key genes indicated a strict regulation of drought stress at the transcriptional level in the *P. davidiana* drought-tolerant cultivars. The transgenic *P. davidiana* NCED3 overexpressing (OE) plants were significantly more tolerant to drought stress as compared with the NCED knock-down RNA interference (RNAi) lines. Further, the NCED OE plants accumulated a significantly higher quantity of ABA and exhibited strict regulation of drought stress at the transcriptional level. Furthermore, we identified several key differences in the amino acid sequence, predicted structure, and co-factor/ligand binding activity of NCED3 between drought-tolerant and susceptible *P. davidiana* cultivars. Here, we presented the first evidence of the significant role of *NCED* genes in regulating ABA-dependent drought stress responses in the forest tree *P. davidiana* and uncovered the molecular basis of *NCED3* evolution associated with increased drought tolerance.

## Introduction

Drought is an atmospheric condition and one of the most important abiotic stresses for plants, which has gradually become more severe, consistent, and ubiquitous, primarily because of global changes in weather patterns. Drought stress occurs when sufficient rain or irrigation water is not available at the right time for crop production. The production of many crops is now under threat due to chronic water shortages in many countries of the world. According to the global drought information system (www.drought.gov), *El Nino* continued to influence the global weather up to the end of February 2016. *El Nino* [which is the warm phase of the *El Nino* Southern Oscillation (ENSO)] events have been occurring for thousands of years, however, their significance has been realized only recently due to their greater impact on the global weather phenomena. It is thought that at least 30 *El Nino* events have occurred since the year 1900 with the strongest events occurring on 1982–83, 1997–98, and 2014–16 (http://www.cpc.ncep.noaa.gov/products/analysis_monitoring/ensostuff/ensoyears.shtml). “*El Nino* conditions” (duration 7–9 months) and “*El Nino* episodes” (duration longer than 9 months) are becoming more common now, increasing the global temperature. According to the National Oceanic and Atmospheric Administration (NOAA)—the USA and the National Aeronautics and Space Administration (NASA)—USA, February 2016 was the warmest February in the 137 years of the history of Earth whereas, February 2017 was the second warmest (https://climate.nasa.gov/news/2564/february-2017-was-second-warmest-february-on-record/). This global phenomenon is changing world weather by a tremendous magnitude leading to abnormal rainfall patterns ultimately causing drought stress.

Drought stress affects the overall plant growth, membrane integrity, chlorophyll and water content, cell turgor, stomatal movement, photosynthesis, respiration, translocation, ion, and nutrient uptake, and the production of phytohormones ultimately leading to the death of the plant. Since water is extremely essential for all biological activities inside plant cells/tissues, its shortage exerts multi-dimensional stress. This triggers the activation of a wide array of responses at the cellular level [reviewed by Kaur and Asthir (2017)] which ultimately determines plant survival. During the last decade, a plethora of published research investigated the genetic and molecular mechanisms underlying drought tolerance (Kaur and Asthir, 2017). The phytohormone abscisic acid (ABA) plays an important role in regulating drought stress tolerance in plants and has been used as an indicator while testing various plant species for drought tolerance. The production of ABA and reactive oxygen species (ROS) such as hydrogen peroxide (H_2_O_2_) are the inevitable consequences of drought stress in plants. The production of ABA in the roots and leaves is induced by drought stress which is then translocated throughout the plant shoot leading to stomatal closure (Mittler and Blumwald, 2015). Recently, Andres et al. (2014) showed that the apoplastic pH potentiated by the plant potassium uptake determines the stomatal aperture through the alkaline trapping of ABA in the xylem/apoplast increasing the ABA levels in the guard cells. ABA is not only important for drought stress tolerance, but it also plays an important role in other cellular processes including seed development and dormancy, germination, and plant growth.

Since its discovery, ABA production in plants has been the center of attention for many scientists. The ABA biosynthetic pathway in higher plants is now highly understood, thanks to a wide range of genetic and biochemical studies. The study/analysis of ABA deficiency has been instrumental in revealing the intricate details of ABA biosynthesis and downstream signal transduction. These studies revealed an “indirect” ABA biosynthetic pathway through the breakdown of a C_40_ carotenoid precursor, followed by the conversion of xanthoxin to ABA [see Figure 1 of Xiong and Zhu (2003)]. Through a step-wise reaction, the zeaxanthin epoxidase (ZEP) catalyzes the epoxidation of antheraxanthin and zeaxanthin to violaxanthin in the plastids. Violaxanthin is later structurally modified to form 9-*cis*-neoxanthin which is then cleaved by the 9-*cis*-epoxycarotenoid dioxygenase (NCED) yielding xanthoxin (Schwartz et al., 1997) which, after the transportation to the cytosol, is converted into ABA through *ABA2* (Rook et al., 2001). The genetic evidence for the role of the *NCED* gene in ABA biosynthesis came from a study involving a maize *vp14* mutant (Tan et al., 1997). Later, Thompson et al. (2000b) also showed the involvement of *LeNCED1* in ABA biosynthesis as the ectopic expression of this gene significantly increased the ABA levels in tomato seeds and extended seed dormancy. The *NCED* is a multi-gene family in several plant species such as maize, avocado, tomato, and Arabidopsis, as sequence homology-based Basic Local Alignment Search Tool (BLAST) analysis shows the existence of the large gene family in plants (Chernys and Zeevaart, 2000). Drought stress induces the expression of *NCED* genes in maize (Tan et al., 1997), tomatoes (Burbidge et al., 1999), cowpeas (Iuchi et al., 2000), Arabidopsis (Iuchi et al., 2001), beans (Qin and Zeevaart, 1999), and avocadoes (Chernys and Zeevaart, 2000). The induction of *NCED* genes in response to water shortage is fairly quick as a significant increase in the *NCED* transcript accumulation has been observed within 15 to 30 min of dehydration treatment or leaf detachment (Qin and Zeevaart, 1999; Thompson et al., 2000a). In this study, we screened different *Populus davidiana* cultivars for their response to drought stress, eventually isolating two drought-resistant and two drought susceptible cultivars. Furthermore, through RNA-sequencing (RNA-seq) the mediated transcriptome profiling following dehydration, we show for the first time that *NCED* is a key player modulating drought stress responses in this species.

**Figure 1:**
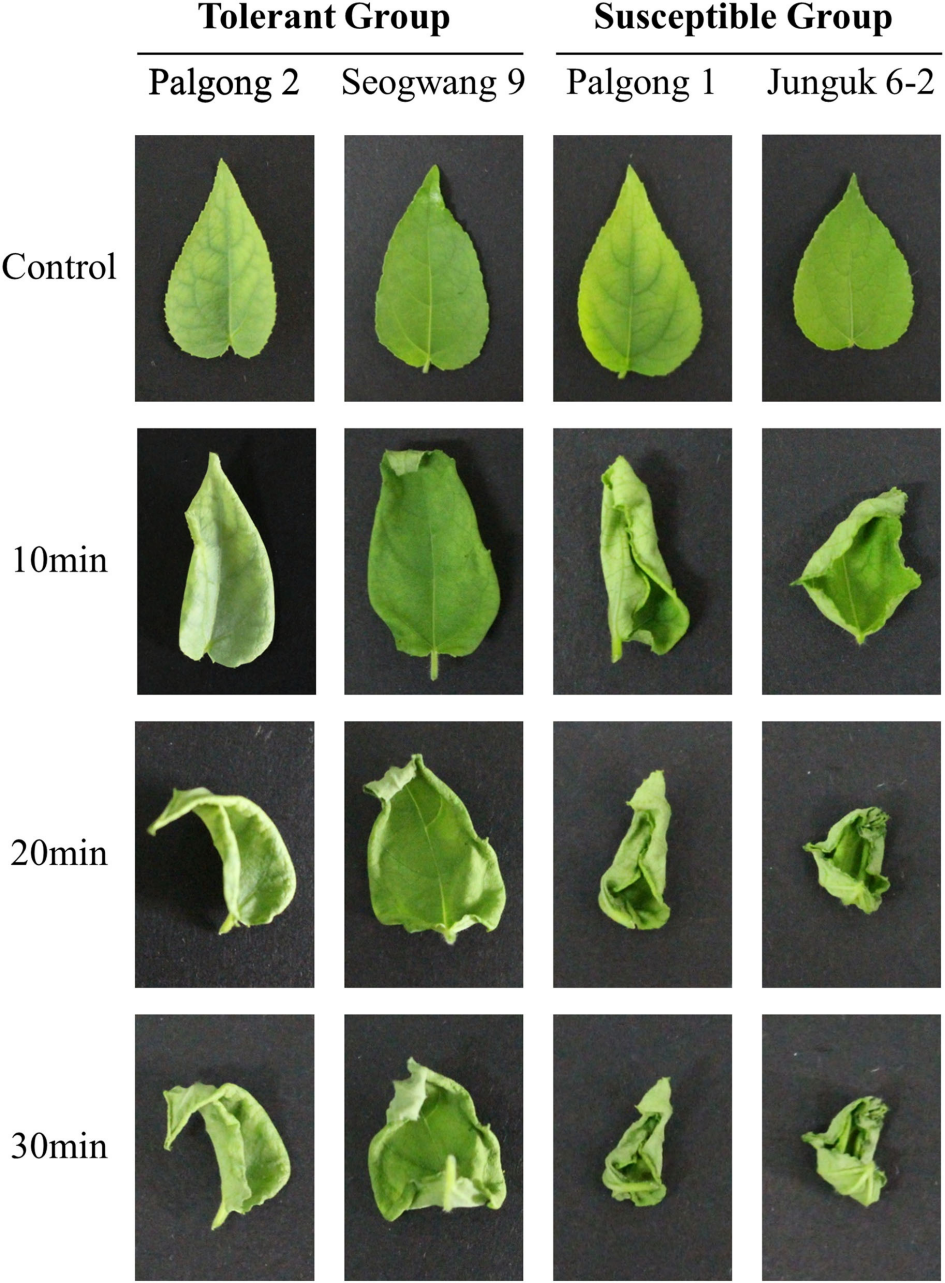
The response of drought-resistant and susceptible *Populus davidiana* cultivars to dehydration. The leaves were detached and allowed to sit for 30 min at room temperature. The leaves of Palgong 1 and Junguk 6–2 showed severe curling and rolling which is a characteristic of moisture stress after 10, 20, and 30 min as compared with the leaves of Palgong 2 and Seogwang 9, proving the significantly tolerant response of Palgong 2 and Seogwang 9 to dehydration. “Control” leaves were detached and pictures were taken immediately without the stress treatment.

## Materials and Methods

### Plant Materials and Growth Conditions

Four different cultivars of *P. davidiana* were acquired from the National Institute of Forest Science (NIFoS), Suwon, Korea. The cultivars were divided into two different groups (drought tolerant group and drought susceptible group) based upon their overall growth response to water shortage/drought stress. The tolerant group contained two cultivars named Palgong 2 and Seogwang 9, whereas the susceptible group contained two cultivars named Palgong 1 and Junguk 6–2. The seeds of the four *P. davidiana* cultivars were surface-sterilized with H_2_O_2_ and washed five times with sterile distilled water and germinated on a half Murashige and Skoog (MS) medium. After 4 weeks, the plantlets were transferred on full-strength MS salts and vitamins supplemented with 3% Sucrose, 0.27% Gelrite, 0.5 ppm NAA at pH = 5.8 for organogenesis and incubated at 16 h/8 h light–dark cycle at 22–23°C for 4 weeks.

### Dehydration Stress Treatment

Five plants from each cultivar of each group were selected. For the dehydration stress treatment, whole 8-week-old plants were carefully uprooted from the MS medium and allowed to stand/dry at room temperature and humidity on a dry filter paper for up to 30 min.

### Stomatal Structure Analysis

Stomatal conductance plays a crucial role in regulating plant responses to dehydration. To determine whether *PdNCED3* is involved in stomatal regulation, we investigated the stomatal structure of all the four poplar cultivars after 30 min of dehydration. Furthermore, the same investigations were performed for the wild type (WT), overexpressing (OE), and RNA interference (RNAi) lines under control and dehydration stress. For this purpose, we collected over 10 leaves each from five plantlets of each cultivar or line. A thin layer of transparent nail polish was applied to the bottom of the leaves and allowed to dry for several minutes. Transparent scotch tape was applied to the dried nail polish and carefully pressed starting from one side to remove the air bubbles. The tape was carefully removed from the leaves. This imprints the stomata and the surrounding cells onto the tape. The tape was then mounted on a microscopic slide. The abaxial leaf surface of each sample was observed this way using an Axioplan 2 imaging microscope (Axioplan 2 imaging; Carl Zeiss, Jena, Germany). Pictures were taken and analyzed using ImageJ (Schneider et al., 2012) to measure the stomatal apertures as described by Wu et al. (2017).

### Weight Loss Measurement

The plants were grown as described above and were subjected to dehydration stress at 8-weeks old. The plants were uprooted and kept on a dry filter paper at room temperature. The weight of all the plants was measured 1, 2, 3, and 4 h after uprooting to calculate the percent loss in weight.

### DAB Staining

As described above, the production of ROS such as H_2_O_2_ is one of the inevitable consequences of drought/water stress. For the quantification of drought-induced H_2_O_2_ accumulation, we performed 3,3′-diaminobenzidine (DAB) staining of plant leaves after every 2 min of uprooting for up to 14 min. The DAB staining was performed on three leaves of each cultivar from both the groups as described by Daudi and O'brien (2012). Images of the stained leaves were taken with a Canon EOS700D SLR camera (Canon, Ota City, Tokyo, Japan) and were edited in Adobe Photoshop CS6 (Adobe, San Jose, California, United States) as described by Imran et al. (2016). Briefly, the pictures were imported to Photoshop and the intensity of the DAB stain was measured inside a fixed rectangular shape (drawn through the marquee tool) using the luminosity tool. The measurement was performed at a minimum of three different places per picture.

### ABA Quantification

After the dehydration stress treatments, the whole plants were stored in liquid nitrogen and freeze-dried using a freeze dryer (ISE Bondiro, South Korea). The freeze-dried samples were ground to a fine powder and the endogenous ABA content was measured as described by Kamboj et al. (1999). Briefly, the samples were treated with 10 ml of an extraction solution containing 95% of isopropanol, 5% glacial acetic acid, and 100 ng of [(±)-3,5,5,7,7,7-d6]-ABA. After collecting the aqueous phase, the extracts were evaporated and the residues were dissolved in 4 ml of 1N sodium hydroxide solution. The suspension was again evaporated and the residues were washed three times with 3 ml of methylene chloride to remove the lipophilic material. The aqueous phase was brought to approximately pH 3 with N hydrochloric acid and partitioned three times with ethyl acetate (EtOAc). The EtOAc extracts were combined and evaporated. The dried residue was dissolved in a phosphate buffer (pH8) and mixed with 1 g of polyvinylpolypyrrolidone (PVPP) powder on a shaker for 1 h. The extracts were added into reaction vessels (1 ml) and were methylated by adding diazomethane for the GC/MS-SIM (6890N network GC system, 5,793 networks mass-selective detector; Agilent Technologies, USA) analysis and quantification using the Lab-Base (ThermoQuest, Manchester, UK) software.

### RNA Extraction and RNA-Sequencing

RNA extraction and sequencing were performed as described by Hussain et al. (2016). Briefly, the samples were collected after 10 min of the treatment. The finely ground homogenized samples were lysed in a TRIzol reagent (Invitrogen, Carlsbad, CA, USA), and the total RNA was extracted from each sample. For the sequencing, the complementary DNA (cDNA) was synthesized from 2 μg of the total RNA, using a DiaStar^TM^ RT Kit (Solgent, Daejeon, South Korea). The RNA-seq was performed with the Hiseq2500 sequencer (Illumina, San Diego, California, United States). The raw reads were processed to identify the high-quality reads with a threshold level of Q20 > 40% and the reads with more than 10% ambiguous bases or with Q20 < 40% were removed. The high-quality reads were compared with the reference genome of *P. trichocarpa* in Ensembl (Flicek et al., 2014) and aligned using TopHat (Trapnell et al., 2009) with default values. The gene expression levels were calculated using Cufflinks (Trapnell et al., 2012). The DEGs were identified at *p* < 0.05 using Cuffdiff (Trapnell et al., 2012). The data were submitted to the Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (NCBI) (http://www.ncbi.nlm.nih.gov/) with accession numbers GSE98170 (Junguk 6–2), GES98172 (Palgong 1), GES98173 (Palgong 2), and GES98175 (Seogwang 9).

### MapMan Analysis

Large-scale genome sequencing projects such as RNA-seq usually yield data comprising of several thousand genes and transcripts. Handling such a large amount of data is often very challenging and it is often difficult to extract meaningful information at the functional level. To get around this problem, we analyzed the transcriptomic data through MapMan (version 3.6.0RC1) as described in Hussain et al. (2016). MapMan is an omics data analysis software that allows the visualization of the DEGs at functional and pathway levels (Thimm et al., 2004). For this purpose, the list of all the DEGs obtained from each cultivar of each group was uploaded to MapMan and mapped against the poplar database “Ptrichocarpa V3.0_210.” The involvement of DEGs in various pathways and cellular processes was determined by applying the respective BIN and Sub-BIN numbers on custom-made images uploaded to MapMan.

### Quantitative/Real-Time PCR Analysis

The validation of the RNA-seq data was carried out using the real-time quantitative reverse transcription PCR (qRT-PCR) analysis. For this purpose, the genes related to the ABA-pathway were chosen. The RNA was extracted using a Trizol reagent (Invitrogen, USA) and the cDNA was synthesized from 2 μg of the total RNA using a DiaStar^TM^ RT Kit (SolGent, Korea). A two-step PCR was performed using the primers given in Supplementary Table 1 in the Eco^TM^ Real-Time PCR machine (Illumina, USA). The PCR reaction was performed in a total volume of 20 μl using 2 × QuantiSpeed SYBR Green Kit (PhileKorea, Seoul, Korea) with 10 nM of each primer and 100 ng of the template DNA under the following conditions: polymerase activation at 95°C for 5 s, 18 concurrent annealing, and extension steps at 60°C each for 30 s. Poplar actin (*Potri.001G309500*) was used as a comparative control. A no-template reaction was also used as a control. The qRT-PCR was performed using at least three independent biological replicates and three technical replicates of each biological replicate.

### Sequence Alignment and 3D Structure Prediction

The comparison of the *NCED* sequence of *P. davidiana* with that of *P. trichocarpa* was carried out using the Integrative Genomics Viewer (IGV 2.3.72) program (Robinson et al., 2011). The amino acid sequences of two *NCED* genes of *P. davidiana* were submitted to the I-TASSER server for the protein model prediction. The I-TASSER produced one to five models for each of the poplar sequences. Among these, the model with the highest confidence score (C-score) was selected and analyzed using the PyMOL software (LLC, http://www.pymol.org/).

### Vector Construction for NCED3 Overexpression and Knock-Down

The *Populus davidiana* overexpression (OE) and RNAi transgenic lines were generated using the Gateway (Thermofisher Scientific, Waltham, Massachusetts, United States) system as described in **Figures 8A,B**. The full coding DNA sequence of *PdNCED3* (*Potri.011G112400*) for the OE DNA construct and a 200 bp segment (starting from the start codon) for the RNAi DNA construct was amplified using a proof-reading polymerase enzyme for one-step cloning into PCR^®^8/GW/TOPO plasmid and transformed into TOP10 competent cells according to the instructions of the manufacturer and plated on Luria Broth (LB)-agar plates containing 50 mg/L of spectinomycin. The successfully transformed colonies were genotyped through PCR to confirm the presence of inserts. Plasmids were extracted and the sequences of inserts were confirmed using M13 universal primers. The sequences of primers used are given in Supplementary Table 1.

Afterward, the inserts with the correct sequences were transferred to the destination vectors via LR reaction according to the manufacturer's instruction. The OE DNA construct was transferred to the pK2WG7 destination vector whereas, the RNAi construct was transferred to the pK7GWIWG2(1) destination vector. The recombinant vectors were transformed into DH5α competent cells and plated on LB-agar plates containing 50 mg/L of Kanamycin (pK2WG7) and 50 mg/L of Kanamycin [pK7GWIWG2(1)]. The successfully transformed colonies were genotyped using PCR as described above to confirm the presence of the inserts. The destination vectors containing the OE and RNAi constructs were transformed into *Agrobacterium tumefaciens* strain GV3101.

### Plant Transformation *via* Tissue Culture

The *Agrobacterium tumefaciens* containing the OE and RNAi constructs were cultured in LB at 28°C in a shaking incubator at 150 rpm. After 48 h, 5 ml of this culture was added to 50 ml of a fresh LB culture medium and incubated again for 24 h. The bacteria were harvested by centrifugation at 3,000 rpm at 4°C for 15 min. The bacterial cells were re-suspended in a 25 ml saline solution on ice. The stems of hybrid poplar (*P. alba* × *P. glandulosa* cv. Bonghwa) cultivated for 1 month in a root-induction medium were cut into 5 mm tissue disks. The cut stem tissues were immersed in 5 ml of 0.85% sodium chloride (NaCl). The stem tissues were dipped in a bacterial saline suspension for 15 min after adding 25 ml of acetosyringone (10 mg/ml). The cut stem tissues were then taken out of the bacterial saline and gently rinsed in a sterile saline solution. The process of inoculation and rinsing was repeated two times. The inoculated stem tissues were then cultured in a callus induction medium without antibiotics and incubated for 2 days and then transferred to a fresh callus induction medium supplemented with 50 mg/ml of kanamycin (for OE construct) and 50 mg/ml of kanamycin (for RNAi construct) for 2 weeks. The resulting calli were transferred to a fresh media after every 2 weeks in the same way. The successful calli were formed within 4 weeks of culture. The calli of 2 to 3 mm size were transferred to a stem-induction medium in the presence of kanamycin as described above. Afterward, the plants were transferred to a root induction medium (Supplementary Figure 7).

### Statistical Analysis

All the experiments were replicated at least three times. Data were collected at regular intervals. The means and SDs were calculated in Microsoft Excel. The means were separated for significant differences using Student's *T*-test at a 5% level of confidence.

## Results

### Isolation of Drought Resistant and Susceptible *P. davidiana* Cultivars

While screening different *P. davidiana* cultivars for their response to drought stress, we identified two drought-resistant cultivars (Palgong 2 and Seogwang 9) and two drought susceptible cultivars (Palgong 1 and Junguk 6–2). According to the field and screen house-based drought stress experiments, the detached leaves of the cultivars Palgong 1 and Junguk 6–2 showed severe curling and leaf rolling after 10, 20, and 30 min of detachment which are characteristic symptoms of moisture stress (Figure 1). On the other hand, Palgong 2 and Seogwang 9 exhibited significantly less and delayed curling and leaf rolling. The dehydration resistance shown by Palgong 2 and Seogwang 9 was supported by the stomatal closure after 30 min (Figure 2A). This was also accompanied by a significantly higher linear loss of fresh weight by the susceptible cultivars Palgong 1 and Junguk 6–2, due to a high rate of evapotranspiration from the leaves. The leaves of these cultivars lost 37 and 43% of their fresh weight, respectively within the first 4 h of the treatment (Figure 2B). As the shortage of moisture/water inside plant tissues is characterized by high levels of H_2_O_2_ in leaf tissues, we quantified the amount of H_2_O_2_ produced in the leaves *via* DAB staining, following 30 min of dehydration. The results supported our previous findings as Palgong 1 and Junguk 6–2 showed significantly higher DAB stain intensity as compared with the tolerant cultivars indicating a much higher level of H_2_O_2_ production in the leaves of these plants (Figure 2C). The ability of plants to resist water loss is also reflected by their ability to regulate stomatal movement under stress. We subjected the four cultivars to 30 min of dehydration following detachment and then observed their stomata through an electron microscope. The stomata of Palgong 1 and Junguk 6–2 (susceptible cultivars) had a significantly higher aperture as compared to the drought-tolerant cultivars Palgong 2 and Seogwang 9 (Supplementary Figure 6A).

**Figure 2:**
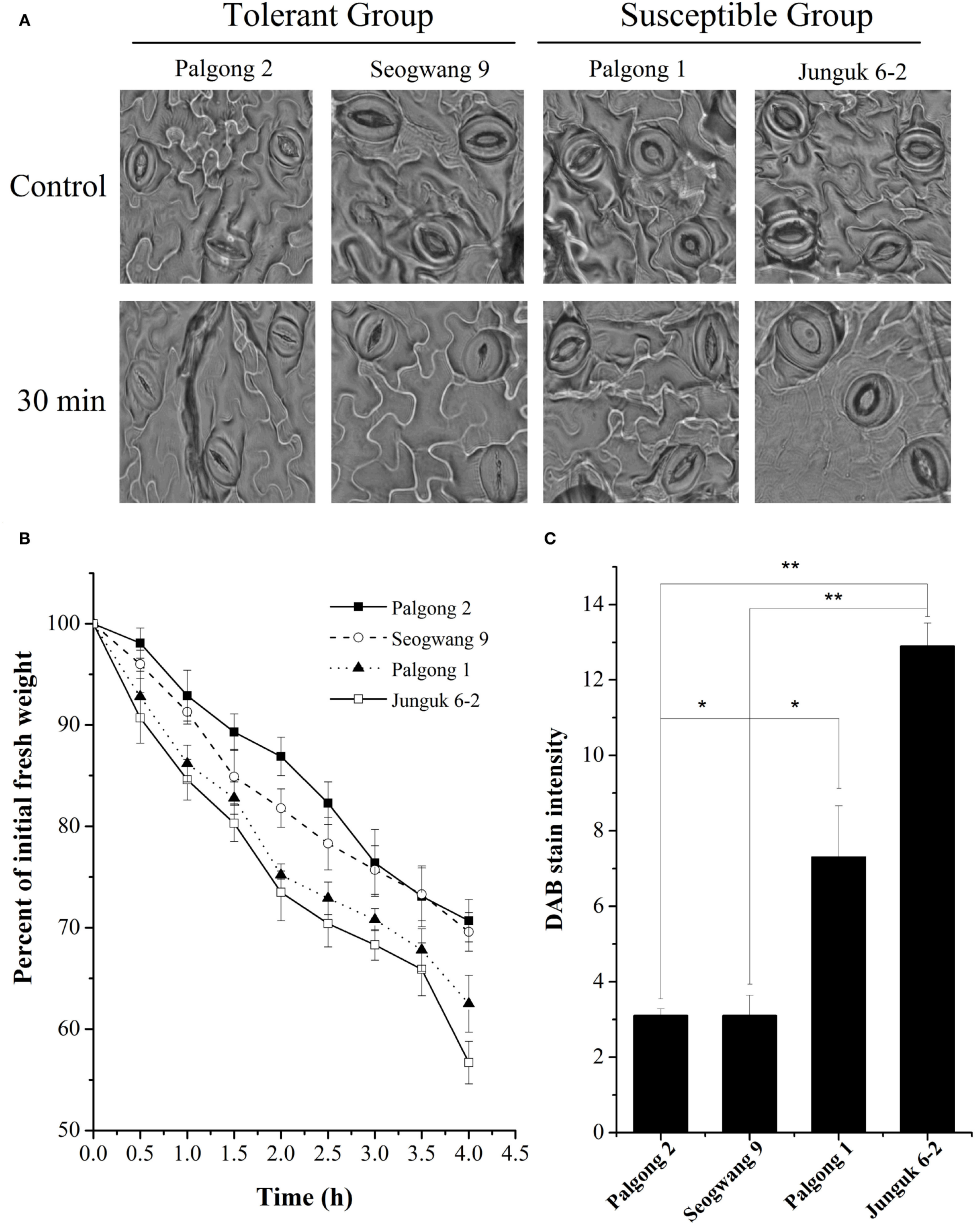
Stomatal conductance in response to dehydration. Scanning electron micrographs showed the stomatal aperture of the drought-tolerant and susceptible plants before and after 30 min of dehydration stress **(A)**. Percent loss in fresh weight after 4 h of dehydration stress **(B)**. Quantification of hydrogen peroxide (H_2_O_2_) released after 30 min of dehydration stress measured by diaminobenzidine (DAB) staining **(C)**. Each data point shows the mean of at least three replicates. Error bars represent SD. Significant differences at *P* < 0.05 are indicated by ^*^. Significant differences at *P* < 0.01 are indicated by **.

### Transcriptome Analysis

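Junguk 6–2 is a drought-susceptible cultivar of P. davidiana, and its RNA-seq values were analysed for 3 control samples and 3 samples collected after 10 min of dehydration. The other cultivars are not analysed here. The paper gives the age of the plants as 8 weeks, whereas the sample labels give 6 weeks. The paper names TRIzol for the RNA extraction and the labels name column kits. The authors removed reads of low quality, aligned the remaining reads with TopHat to the P. trichocarpa genome from Ensembl, and calculated with Cufflinks the FPKM of each transcript (the number of fragments scaled to the length of the transcript and to the total of mapped fragments). The deposited values covered 112919 transcripts in each sample, of which 45773 were marked as known and 67146 as absent from the annotation. The transcripts belonged to 40537 genes. Among these, 36380 carried a POPTR identifier and 4157 were unannotated loci named by Cufflinks. The files do not pair these identifiers with gene names or with the Potri identifiers used in the paper.
The files hold no read counts. In Supplementary Table 2, the paper lists 22569521, 22789833 and 22127330 mapped reads for control samples 1, 2 and 3, with a median of 22569521. It lists 23610334, 25503614 and 37277838 mapped reads for dehydrated samples 1, 2 and 3, with a median of 25503614, so the third dehydrated sample was the most deeply sequenced. The mapped reads made up 53.2% to 56.1% of the clean reads of these samples. The FPKM of all genes summed to 9315630 in control 1 and 4919710 in dehydrated sample 1, and to between 1370280 and 1587860 in the other samples. Loci spanning less than 200 bp took 87.0% of the sum in control 1 and 71.6% in dehydrated sample 1, against 26.1% to 40.5% in the other samples. A single locus of 100 bp on chromosome 5, from 18373701 to 18373800, had an FPKM of 6640000 in control 1 and was listed at 0 in the other samples. The values were therefore not divided by their sum.
The FPKM of a gene was taken as the sum over its transcripts. The 22855 genes with an FPKM of at least 1 in at least 3 of the 6 samples were tested on the scale of log2(FPKM + 1), a scale that understates the change of weakly expressed genes. Dehydrated and control samples were compared with limma, using a mean-variance trend and Benjamini-Hochberg adjustment, in place of Cuffdiff, which needs the alignments. Pearson's r of log2(FPKM + 1) across these genes, which are not independent replicates, was between 0.940 and 0.963 for samples of the same group and between 0.908 and 0.942 for samples of different groups, so no sample repeated another.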

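In Junguk 6–2, 2597 of the 22855 genes tested (11.4%) differed between the 3 dehydrated and the 3 control samples at an adjusted p-value below 0.05 from limma with Benjamini-Hochberg adjustment. The smallest adjusted p-value was 8.60e-06. Without adjustment, 6897 genes had a p-value below 0.05, where 1143 would be expected by chance. In each of the 2597 genes, the values of all the dehydrated samples lay on the same side of all the control values. These genes were chosen by a test of the same values, so the separation is not separate support. Most of the changes were smaller than 2-fold. The median log2 fold change was 0.68 in the upregulated genes, with a median standard error of 0.098, and -0.50 in the downregulated genes, with a median standard error of 0.088.

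**Figure D1:**
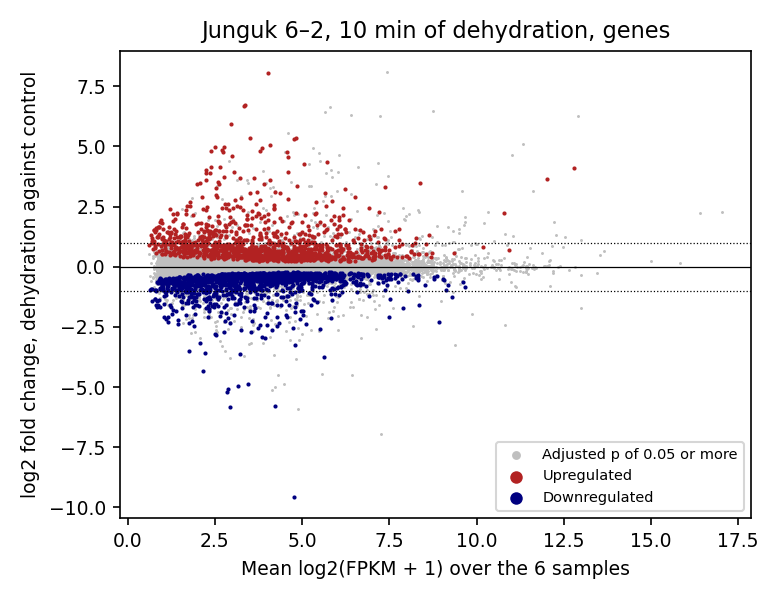
Log2 fold change of each gene tested in Junguk 6–2 (dehydrated against control, vertical axis) against its mean log2(FPKM + 1) over the 6 samples (horizontal axis). Red points are the 1210 upregulated genes and blue points the 1387 downregulated genes with an adjusted p-value below 0.05, grey points are the other genes, and dotted lines mark a 2-fold change. Most coloured points lie between the dotted lines.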

The analysis of the transcriptomic data showed highly significant changes in expression at a cutoff Q value of 0.05 (Figure 3A). An average of 45.34 million reads was obtained from the stressed plants compared with 44.89 million reads (Figure 3B; Supplementary Table 2) from the control samples. Up to 55.36% of these reads were successfully mapped onto the *P. trichocarpa* reference genome. An average of 27,501 genes and 98,321 transcripts in the control samples and an average of 27,623 genes and 98,575 transcripts in the treated samples were identified (Supplementary Table 2). 

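In Junguk 6–2, 27627, 27724 and 27807 genes had an FPKM above 0 in control samples 1, 2 and 3, and 27682, 27830 and 28445 genes in dehydrated samples 1, 2 and 3. The mean was 27719 ± 90.1 (SD, n = 3) in the control and 27986 ± 405 (SD, n = 3) in the dehydrated samples, a difference smaller than the spread between the dehydrated samples (two-sided exact permutation test, p = 0.4, where 3 samples against 3 cannot give less than 0.1). These gene counts are the same as the paper's counts for the 6 samples in Supplementary Table 2. The transcripts with an FPKM above 0 numbered 98634 ± 133 (SD, n = 3) in the control and 99011 ± 522 (SD, n = 3) in the dehydrated samples (exact permutation test, p = 0.3), and in each sample were equal to the paper's count or lower by 1. With same-numbered samples taken as pairs from the labels, a comparison chosen after the data were seen, the dehydrated sample was higher in all 3 pairs, by 55, 106 and 638 genes (mean 266) and by 105, 190 and 835 transcripts (mean 377). It also had more mapped reads in each pair. The two-sided exact paired permutation test gave p = 0.25 for both, the smallest value that 3 pairs allow, against 0.4 and 0.3 without the pairing. The dehydrated sample with the most mapped reads, the third, had the most genes and the most transcripts.
The counts depended on the FPKM required. Between 34.2% and 37.7% of the transcripts with an FPKM above 0 in a sample had an FPKM below 0.001. At an FPKM of at least 0.1, the control samples had 57164 ± 421 (SD, n = 3) and the dehydrated samples 57422 ± 2016 (SD, n = 3) transcripts (exact permutation test, p = 1.0). At an FPKM of at least 1, all 3 dehydrated samples had fewer genes than all 3 control samples, with 22385 ± 124 (SD, n = 3) against 22683 ± 63.5 (SD, n = 3), and the exact permutation test gave p = 0.1, the smallest value that 3 samples against 3 allow.

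**Figure D2:**
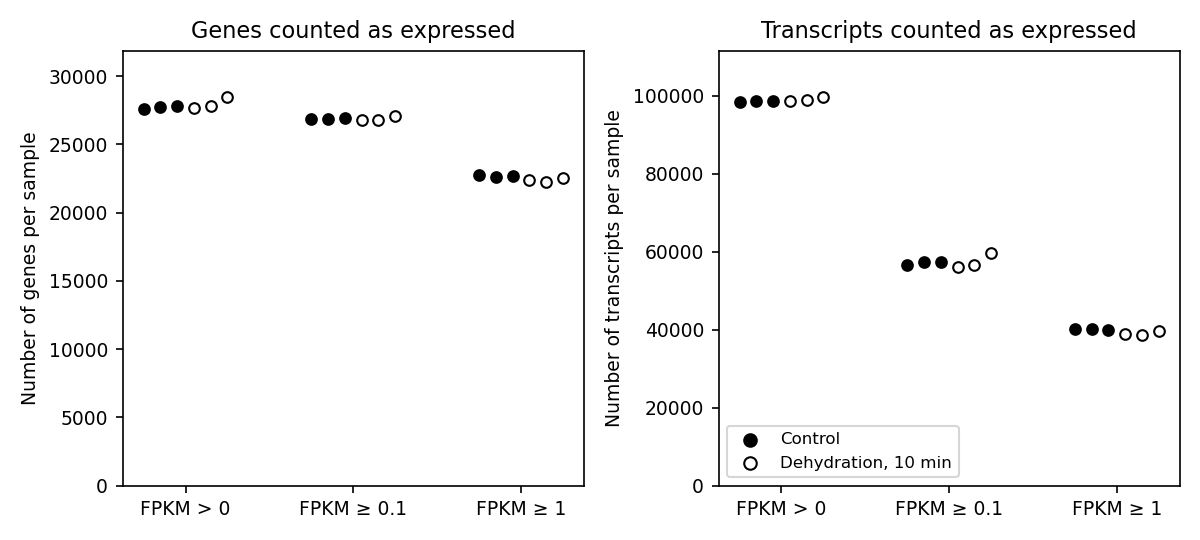
Number of genes (left) and transcripts (right) counted as expressed in each of the 6 Junguk 6–2 samples, at an FPKM above 0, of at least 0.1 and of at least 1. Filled points are control samples and open points are samples after 10 min of dehydration. The number of transcripts falls from 98499 in control 1 at an FPKM above 0 to 40096 at an FPKM of at least 1.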

Further, a total of 16,318 DEGs were obtained following the stress treatment (Figure 3C). Among these, the drought-tolerant cultivars, Palgong 2 and Seogwang 9, showed an increase in the expression of 2,076 and 1,891 genes and a reduction in the expression of 1,573 and 2,719 genes, respectively. On the other hand, the drought susceptible clones, Palgong 1 and Junguk 6–2, yielded 1,822 and 2,244 upregulated genes along with 2,119 and 1,874 downregulated genes, respectively (Figure 3C). 

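In Junguk 6–2, 1210 genes were upregulated and 1387 were downregulated after 10 min of dehydration at an adjusted p-value below 0.05 (limma with Benjamini-Hochberg adjustment, 3 dehydrated and 3 control samples). Of these, 1075 upregulated and 1142 downregulated genes carried a POPTR identifier, and the rest were unannotated loci. The samples of both groups are numbered 1 to 3, and the pairing is taken from these labels. With the replicate number as a block in the model, 610 genes were upregulated and 462 downregulated, against 1210 and 1387 without the block. The deviations of same-numbered control and dehydrated samples from their group means had correlations across genes of 0.20, 0.064 and 0.034, and those of samples with different numbers lay between -0.14 and 0.11. The library numbers in Supplementary Table 2 place control 1 in the series of the dehydrated samples and controls 2 and 3 in another series. With this series as a covariate, 391 genes were upregulated and 347 downregulated. A single control sample shares the series of the dehydrated samples. This fit therefore sets the dehydrated samples against control 1 alone, and the change could not be tested within the other series. When each sample was left out in turn, between 529 and 707 genes were upregulated and between 356 and 610 were downregulated. Leaving out replicate 1 of both groups, an alternative chosen after the data were seen, gave 376 upregulated and 240 downregulated genes. As a ratio, both numbers moved most when at least a 2-fold change was also required, which gave 359 upregulated and 227 downregulated genes. The larger direction changed with the setting. The sample factors of median-of-ratios scaling were lower in every dehydrated sample (0.9688 to 0.9948) than in every control (0.9996 to 1.042). The values as deposited were therefore slightly lower as a whole after dehydration. The downregulated genes were the larger set in 10 of the 25 settings run, the planned one included. The upregulated genes were the larger set in the other 15. These were quantile normalization (1204 against 879), median-of-ratios scaling (1468 against 991), the transcripts in place of the genes (1118 against 1065), an adjusted p-value below 0.01 (443 against 247), the 2-fold requirement, the series covariate, the replicate block with all genes and with genes spanning at least 200 bp, each fit without one sample, and the fit without replicate 1 of both groups.
The files do not pair the identifiers with gene names. Among the genes whose dehydrated samples all lay above or all below the controls, the largest increases were those of 2 unannotated loci of 122 and 127 bp. XLOC_008637, on chromosome 11 from 7849858 to 7849979, had a log2 fold change of 8.04 (standard error 0.63, limma adjusted p = 0.00123) and was listed at 0 in the 3 control samples. XLOC_032582, on chromosome 6 from 1056242 to 1056368, had a log2 fold change of 6.73 (standard error 0.92, limma adjusted p = 0.00972), and with the library series as a covariate its adjusted p was 0.0793. The largest decreases were those of XLOC_024975, on chromosome 3 from 7879479 to 7879590, with a log2 fold change of -9.55 (standard error 0.19, limma adjusted p = 9.5e-06), and XLOC_018988, on chromosome 18 from 12548987 to 12549121, with -5.85 (standard error 0.31, limma adjusted p = 0.000244). Both were listed at 0 in the 3 dehydrated samples. All of these named loci span less than 200 bp, as do only 0.462% of the genes past the threshold. The number of fragments behind their values is not known, so their fold changes may rest on few fragments.
The paper sets the numbers of DEGs of the tolerant and the susceptible cultivars side by side, and then singles out PdNCED1 and PdNCED3, which it states were upregulated in the tolerant and downregulated in the susceptible cultivars.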

Interestingly, two genes that encode the NCED protein, *PdNCED1* (*Potri.001G393800*) and *PdNCED3* (*Potri.011G112400*), were upregulated in the drought-tolerant cultivars Palgong 2 and Seogwang 9 by more than 5 and seven folds, respectively, but significantly downregulated in the drought-susceptible cultivars (**Figure 7**).

**Figure 3:**
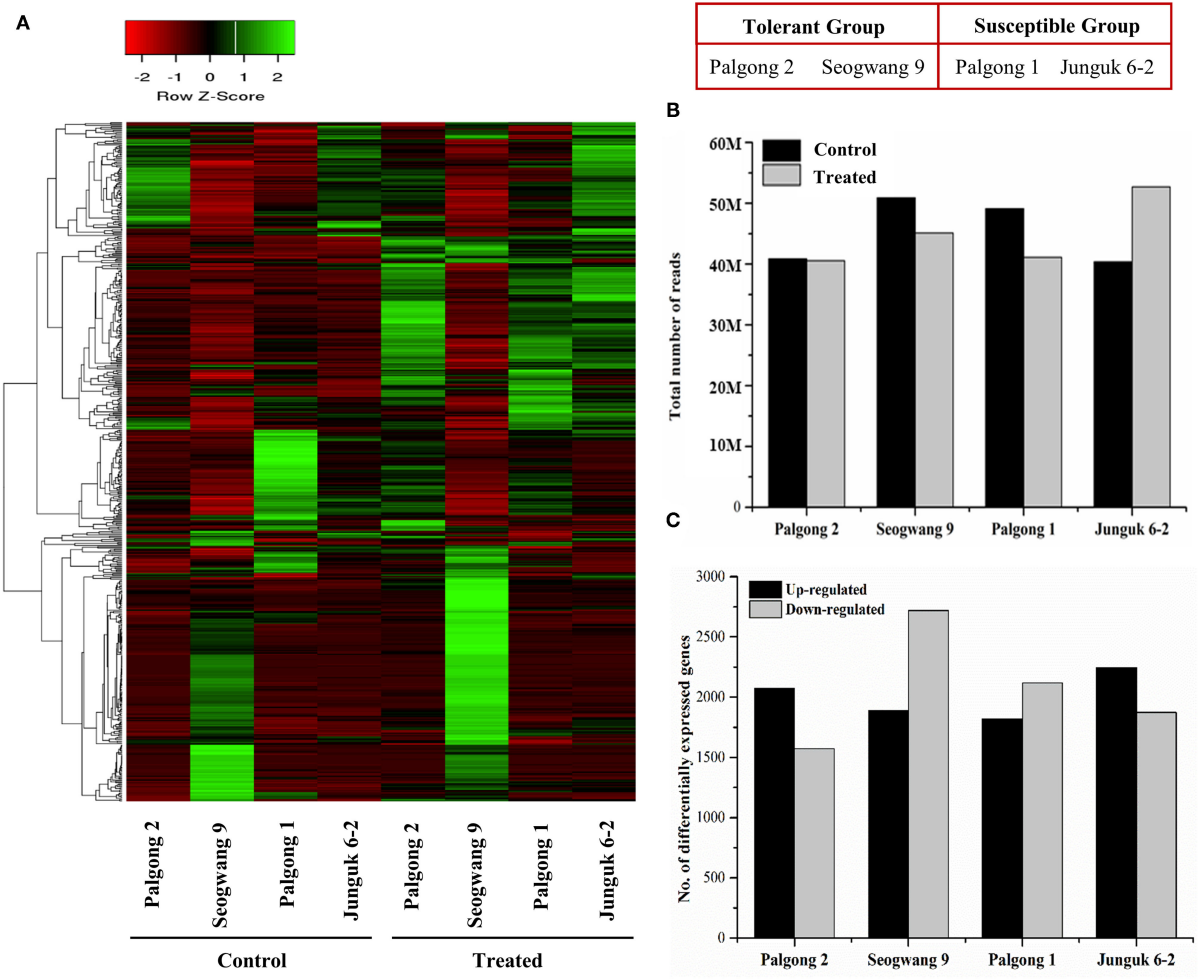
Transcriptome analysis of drought-resistant and susceptible *Populus davidiana* cultivars following dehydration. Heat map showing the signal intensities of the differentially expressed genes (DEGs) in the control and treated samples of each cultivar after 10 min **(A)**. An average of 45.34 and 44.89 million reads were obtained from the stressed and control samples, respectively **(B)**. At a Q-value of 0.05, an average of 2,008 upregulated and 2,071 downregulated genes were identified in all the cultivars **(C)**.

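In Junguk 6–2, the control and the dehydrated samples were separated by the first principal component of log2(FPKM + 1) over the 22855 genes tested, which held 40.5% of the variance. The control samples had scores of -51.2, -37.1 and -34.6, and the dehydrated samples scores of 57.4, 39.6 and 25.9, for replicates 1, 2 and 3. The second component held 24.0% of the variance and separated replicate 1 of both groups from the other samples. Control 1 had a score of -46.3 and dehydrated sample 1 of -45.4 on it, whereas the other samples had scores between 19.3 and 29.2.

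**Figure D3:**
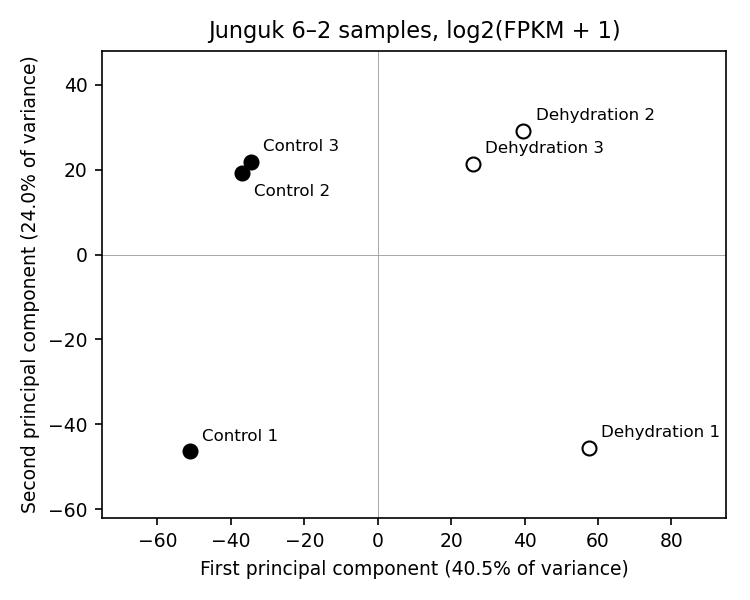
Scores of the 6 Junguk 6–2 samples on the first principal component (horizontal axis, 40.5% of the variance) and the second (vertical axis, 24.0%) of log2(FPKM + 1). Filled points are control samples and open points are samples after 10 min of dehydration. The groups are separated from left to right, and replicate 1 of both groups lies below the other samples.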

### Regulation of Drought Stress Tolerance in *P. davidiana*

All the DEGs were analyzed to identify specific drought-related genes with statistically significant and at least two-fold change in their expression, among the drought-tolerant and drought-susceptible plants. The results showed that both the drought-tolerant cultivars expressed at least six drought-specific genes with the same expression patterns that were not present in the plants of the drought susceptible group (Supplementary Figure 1). Furthermore, there were at least three drought-specific genes that had contrasting expression patterns between the tolerant and susceptible groups, i.e., these were downregulated in the drought-tolerant plants but upregulated in the drought susceptible plants (Supplementary Figure 1) indicating their negative regulatory role in drought tolerance. These DEGs included *Potri.001g131400.3, Potri.005g226000.4*, and *Potri.011g009900.1*. All three DEGs encode early-responsive to dehydration stress (ERD3) proteins.

For a further detailed analysis of the transcriptome profiles of drought-tolerant and susceptible cultivars, we analyzed the transcriptomic data through MapMan (Thimm et al., 2004). For this purpose, we chose genes with statistically significant and at least a two-fold change in their expression. 

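In Junguk 6–2, 586 genes had an adjusted p-value below 0.05 (limma with Benjamini-Hochberg adjustment) and at least a 2-fold change on the scale of log2(FPKM + 1) after dehydration. Among these, 359 were upregulated, which is 29.7% of the 1210 upregulated genes, and 227 were downregulated, which is 16.4% of the 1387 downregulated genes. Of the genes with at least a 2-fold change, 45 upregulated and 94 downregulated genes were unannotated loci, and the rest carried a POPTR identifier.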

The results showed that the genes belonging to a plethora of important physiological processes involved in abiotic stress responses were differentially expressed in the drought-tolerant and susceptible clones (Figure 4). These include more than 30 genes responsible for heat stress regulation, with differential expression patterns between the resistant and susceptible cultivars. Other groups with differential expression patterns among resistant and susceptible poplar plants included genes involved in the signaling of developmental hormones such as ABA, IAA, GA, and Ethylene. Drought and other abiotic stresses are often accompanied by a concomitant change in the cellular redox signature. We found several groups of DEGs involved in redox signaling such as multiple genes encoding thioredoxin, peroxiredoxin, glutaredoxin, catalase, and dismutase genes (Figure 4). The MapMan analysis also showed multiple DEGs encoding important transcription factors such as WRKY, ERF, bZIP, MYB, and bHLH that have a well-known role in abiotic stress responses.

**Figure 4:**
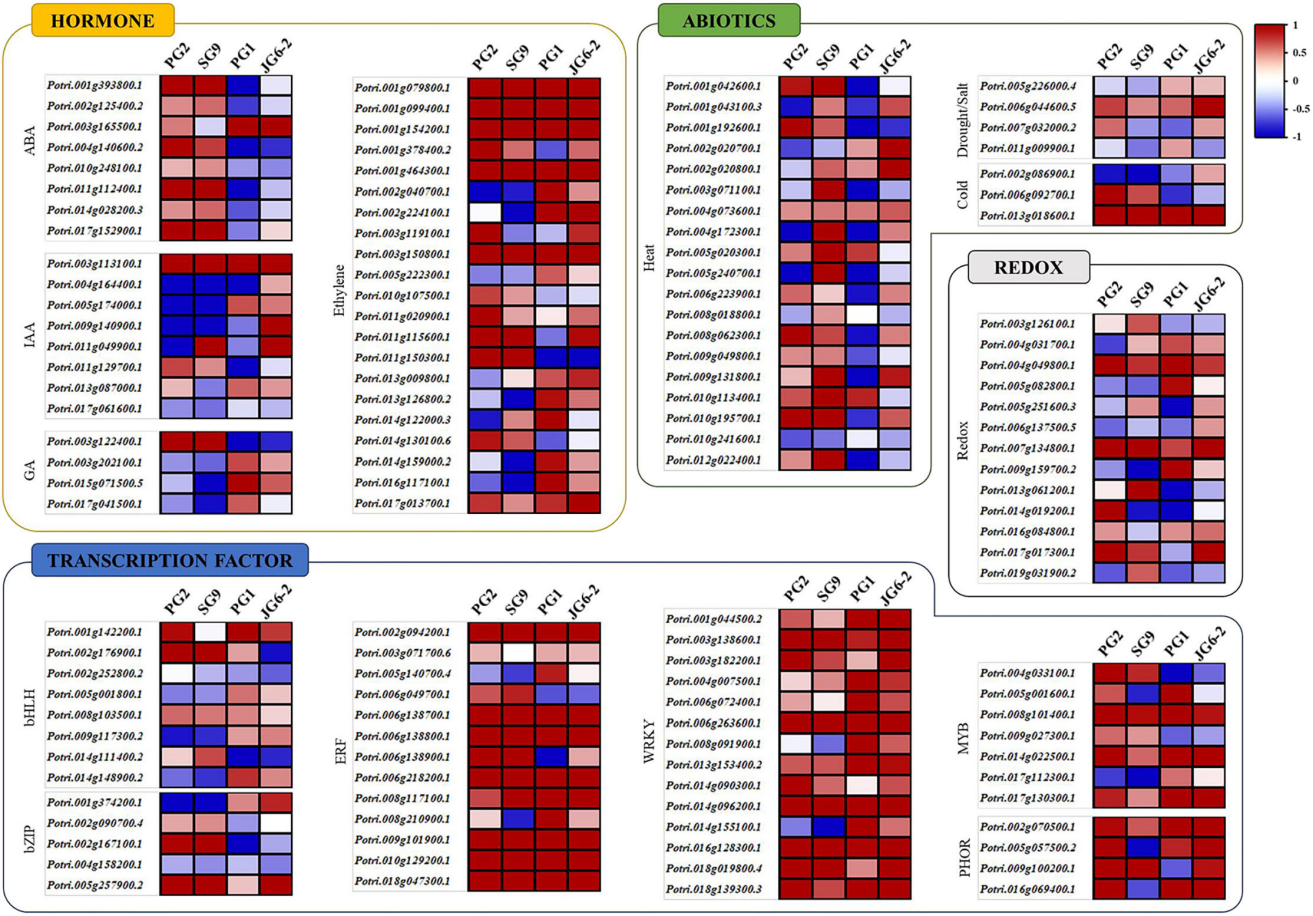
MapMan analysis of dehydration-responsive *P. davidiana* DEGs. Differentially expressed genes with statistically significant and at least two-fold change in expression following the treatment were analyzed using MapMan. Results showed DEGs involved in abiotic stress responses, heat stress regulation, signaling of developmental hormones such as IAA, ABA, Ethylene, GA and defense hormones JA and SA, redox regulation, and those encoding important transcription factors such as WRKY, ERF, bZIP, MYB, and bHLH.

Genes encoding the NCED proteins (that catalyze the oxidative cleavage of carotenoids to synthesize ABA) have been shown to play a key role in the ABA-dependent drought tolerance in different plants (Schwartz et al., 1997; Tan et al., 1997; Burbidge et al., 1999; Qin and Zeevaart, 1999; Chernys and Zeevaart, 2000; Iuchi et al., 2000, 2001; Thompson et al., 2000a,b; Rook et al., 2001). We wondered if the response of drought-tolerant and susceptible plants used in this study was related to the ABA content in these plants. As expected, the ABA measurement results showed a significantly higher increase in the ABA content in Palgong 2 and Seogwang 9 poplar after 30 min of the stress treatment as compared with the plants of the drought susceptible group (Figure 5). These results were parallel to the transcriptomic expression patterns of *NCED* in these cultivars.

**Figure 5:**
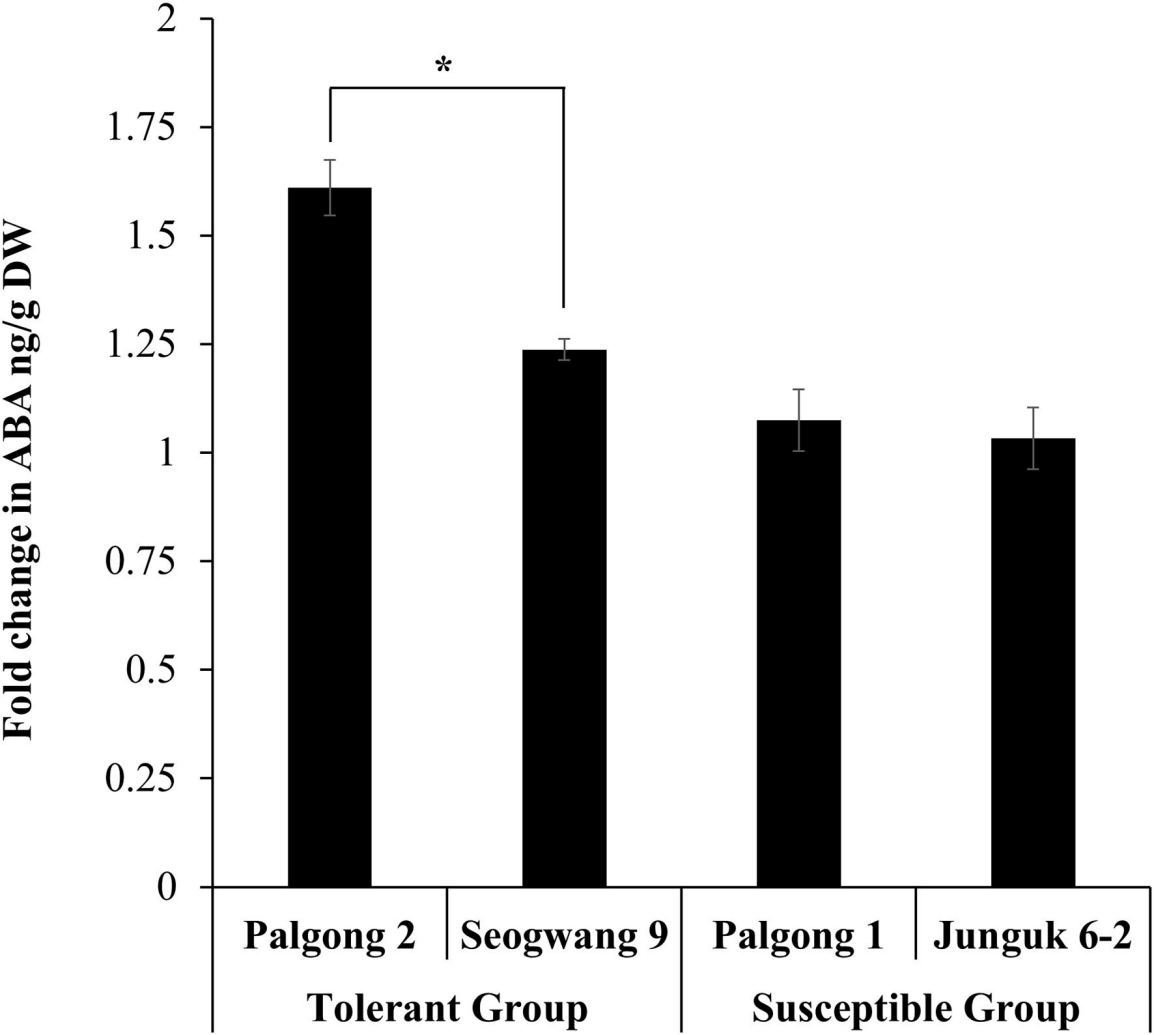
ABA quantification in drought-tolerant and susceptible *P. davidiana* cultivars following dehydration stress. The abscisic acid (ABA) measurement results showed a significantly higher increase in the ABA concentration of the leaves of the drought-tolerant *P. davidiana* cultivars Palgong 2 and Seogwang 9 after 30 min of dehydration stress as compared with the drought susceptible cultivars. Each data point represents the mean of at least three replications. Error bars represent SD. Significant differences at *P* < 0.05 are indicated by asterisks (*).

### NCED Regulates Drought Stress in *Arabidopsis thaliana*

To further elucidate the functional role of *NCED* in regulating drought stress, we evaluated *Arabidopsis nced3* (*AT3G14440*) for the loss of function mutant plants for their response to drought conditions. Results showed that 75% of the *nced3* plants died after 9 days of continuous drought stress whereas, 75% of the WT plants recovered when the irrigation was re-started after 9 days (Figures 6A,B). This was also accompanied by a significantly higher weight loss of the *nced3* plants as compared to WT plants (Figure 6C).

**Figure 6:**
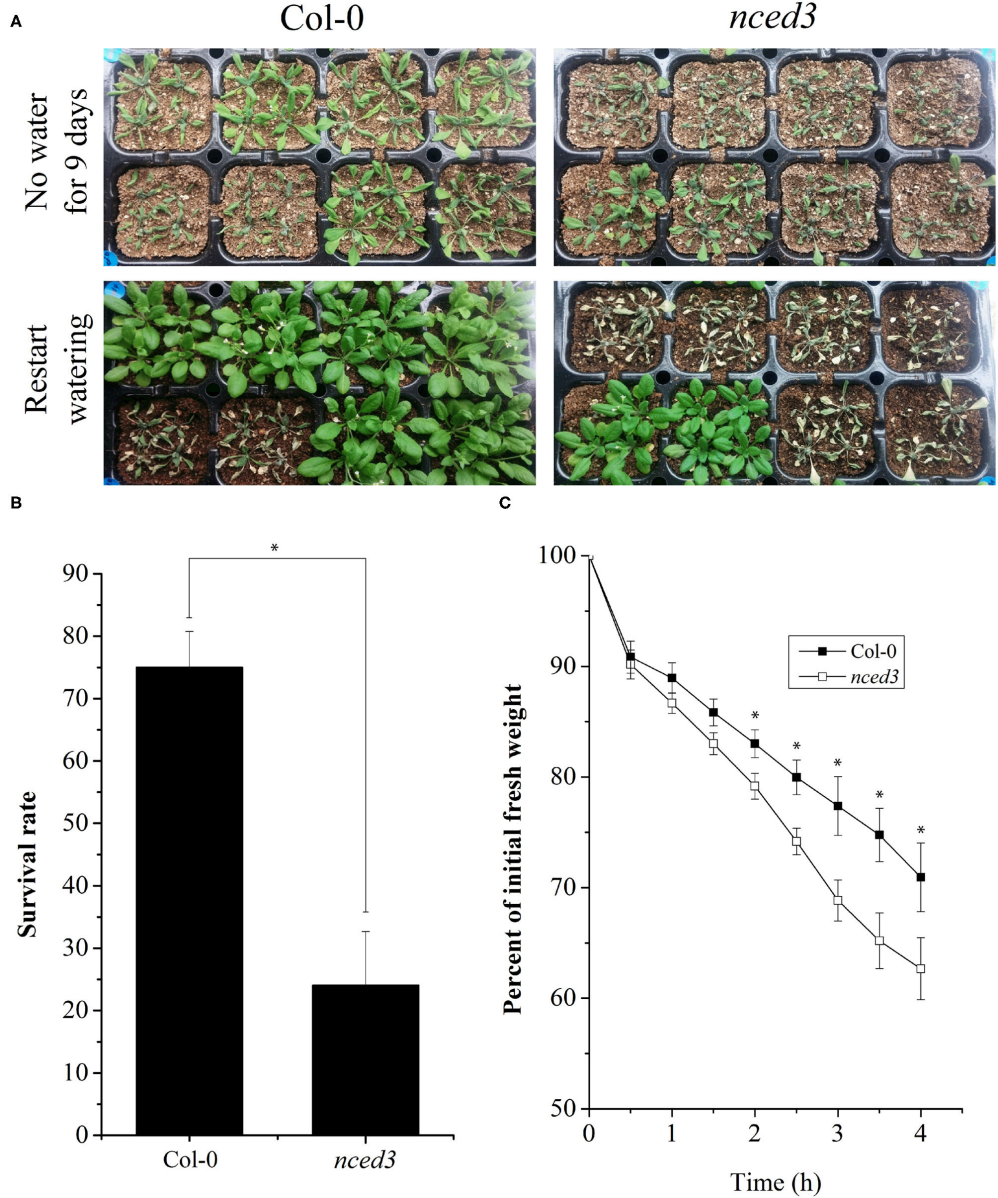
Role of NCED in drought stress responses of *Arabidopsis thaliana*. Arabidopsis *nced3* (*AT3G14440*) loss of function mutant plants were analyzed for their response to drought conditions. After 9 days of drought stress, 75% of the *nced3* plants died and could not recover with re-watering whereas, 75% of the wild type (WT) plants recovered **(A,B)**. Similarly, a significantly higher weight loss of the *nced3* plants occurred as a result of dehydration stress as compared with WT plants **(C)**. Each data point in the graphs represents the mean of at least three replications. Error bars represent SD. Significant differences between means at *P* < 0.05 are indicated by asterisks (*).

### Validation of RNA-Seq Through ABA Pathway Genes

To validate the expression patterns of the DEGs observed in the transcriptome, we performed real-time PCR analysis for six different genes following the dehydration stress. As described above, the expression patterns of the two drought-responsive *NCED* genes that are known to regulate ABA biosynthesis and signaling were very unique i.e., both the *PdNCED1* and *PdNCED3* were upregulated in the drought-tolerant cultivars Palgong 2 and Seogwang 9 by more than five- and seven-fold, respectively, but downregulated in the drought-sensitive plants by two- and 2.9-fold, respectively. The same expression patterns were produced by the qRT-PCR analysis (Figures 7A,B). As described earlier, members of the *NCED* gene family have been shown to positively regulate drought stress in plants in an ABA-dependent manner and further investigation showed four different ABA-responsive elements (AREB) genes (*Potri.002G125400, Potri.004G140600, Potri.010G248100*, and *Potri.014G028200*) to be upregulated in the drought-tolerant clones but downregulated in the drought-sensitive clones (Figures 7C–F). This indicates strict regulation of drought stress responses in these plants at the transcriptional level.

**Figure 7:**
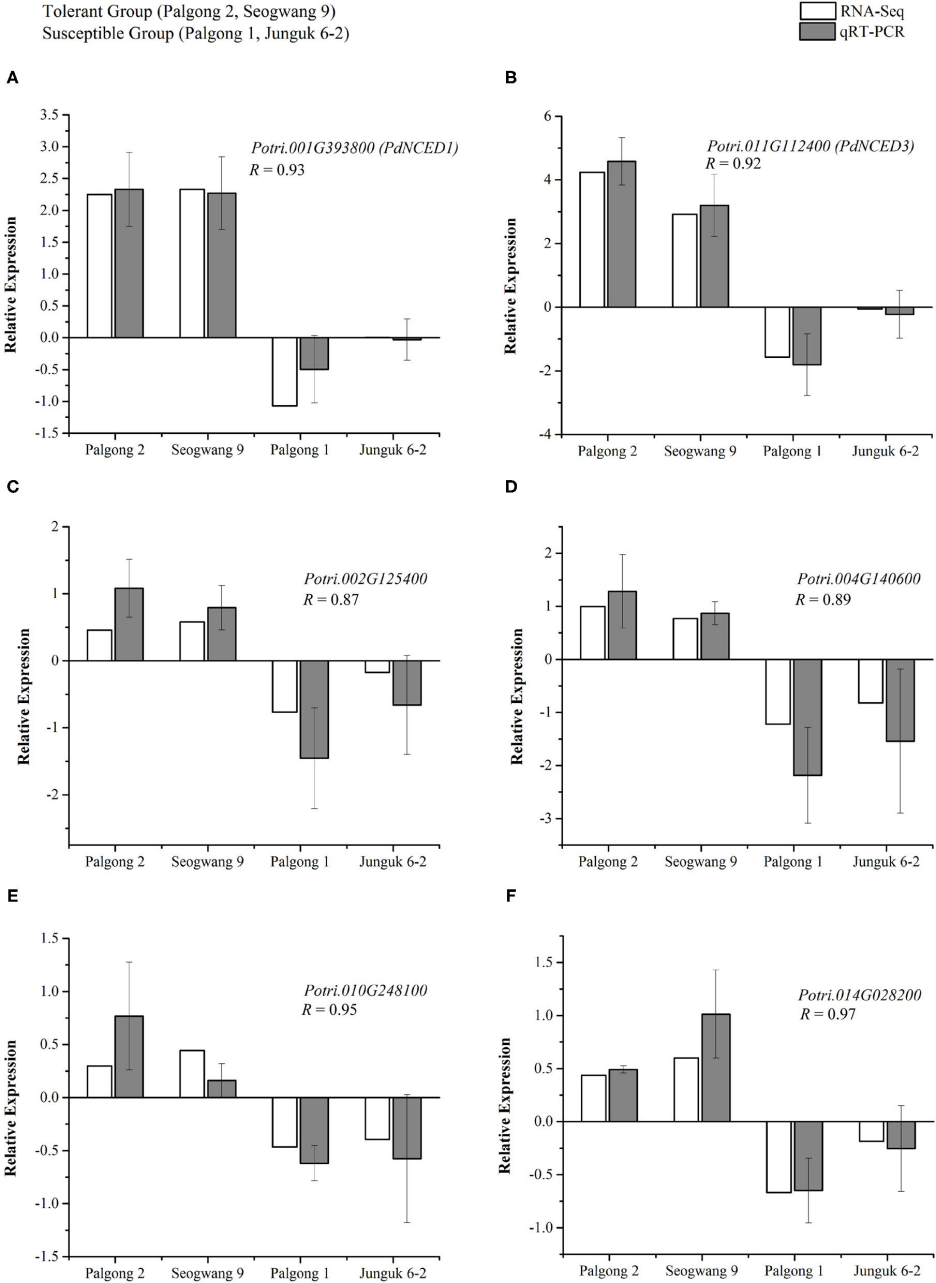
Validation of the expression patterns of drought-specific genes in *P. davidiana* following dehydration stress through qPCR. The two drought-responsive *NCED* genes; *PdNCED1* (*Potri.001G393800*) and *PdNCED3* (*Potri.011G112400*) were upregulated in the drought-tolerant cultivars Palgong2 and Seogwang 9 by more than five and seven folds respectively but downregulated in the drought-sensitive cultivars by two and 2.9 folds, respectively **(A,B)**. Four different ABA-responsive element (AREB) encoding genes (*Potri.002G125400, Potri.004G140600, Potri.010G248100*, and *Potri.014G028200*) were upregulated in the drought-tolerant cultivars but downregulated in the drought-sensitive cultivar **(C–F)**. As indicated by the significant correlation coefficients (R), RNA-sequencing (RNA-seq) and real-time quantitative reverse transcription PCR (qRT-PCR) results are highly comparable with each other. Each data point represents the mean of at least three replicates. Error bars indicate the SD.

### *NCED3* Transgenic Poplar Plants Show Perturbed Drought Stress Responses

To further elucidate the role of NCED in the drought tolerance of *P. davidiana*, we generated transgenic NCED3 OE and RNAi lines using DNA constructs (Figures 8A,B). Generating OE and RNAi lines usually results in multiple lines. However, most often, different transgenic lines show different levels of expression of the transgene. Some OE lines show significantly high expression whereas others show only a small increase in expression of the target gene as compared with that in the WT lines. Similarly, some RNAi lines exhibit only a small reduction in the expression whereas, others may show a significant reduction in expression of the target gene. As far as we have observed in our laboratory, the transgenic lines with the expression profile of the transgene at the extremes (i.e., either the lowest or highest changes in expression compared with WT lines) do not often yield promising and reproducible results for all the parameters under study. In such situations, one may have to choose the lines with optimum changes in the expression of the target gene or lines that give promising and reproducible results in multiple experiments or for all or most of the parameters under study. We got several successful transgenic lines for *NCED3* in Poplar. We obtained eight (8) independent OE lines and seven (7) independent RNAi lines (Supplementary Figure 2A). We tested all of these lines for *NCED3* expression under normal as well as after drought or water shortage conditions. Under normal conditions, all of the OE lines had significantly higher *NCED3* expression compared with WT. On the other hand, all of the RNAi lines had lower *NCED3* expression as compared with those in the WT plants (Supplementary Figure 2B). However, the expression profiling after 10, 20, and 30 min of the drought stress treatment showed the highest increase in NCED3 expression in the leaves of OE line #16, whereas the least change in NCED3 expression was recorded in RNAi line #26 (Supplementary Figure 2C). Therefore, we chose these two lines (OE line #16 and RNAi line #26) for further experiments.

According to the field and screen house-based drought stress experiments, the detached leaves of the RNAi lines exhibited severe curling and leaf rolling, which are characteristic of dehydration stress, after 10 and 20 min of detachment as compared with the leaves of the OE lines which showed no rolling and curling (Figure 8C). The PdNCED3 OE line was found to have a significantly tolerant phenotype under dehydration stress. These results were also supported by the significantly smaller stomatal apertures in the leaves of the NCED3 OE plants as compared with those of the WT and RNAi plants (Supplementary Figure 6B). Furthermore, water loss calculations indicated that the RNAi plants lost a significantly higher amount of moisture, whereas the OE plants lost a significantly lower amount of moisture when compared with the WT plants (Supplementary Figure 6C).

**Figure 8:**
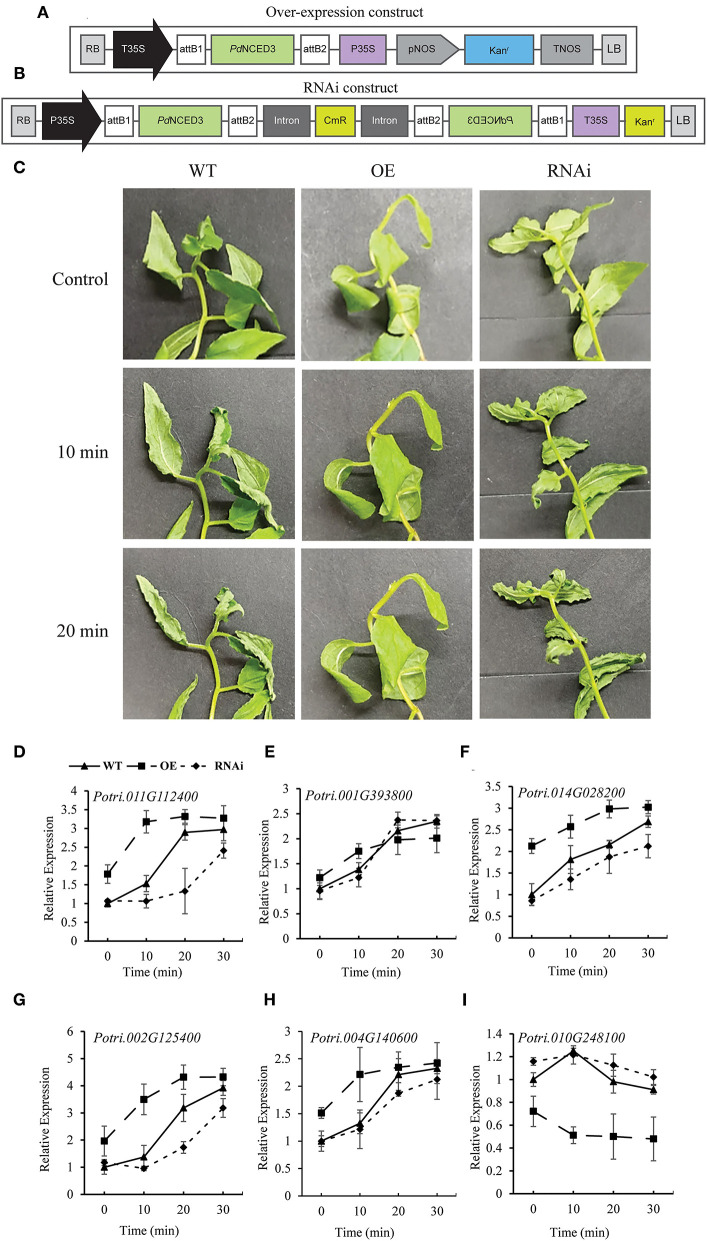
DNA constructs for generating transgenic lines and the response of transgenic lines to dehydration. The DNA constructs for generating NCED3 overexpression (OE) **(A)** and knock-down RNA interference (RNAi) lines **(B)**. The leaves from the OE and RNAi transgenic lines were detached and allowed to sit for up to 20 min at room temperature **(C)**. qRT-PCR analysis showing the expression of *NCED3* **(D)**, *NCED1* **(E)**, and multiple transcription factor genes involved in ABA-dependent drought stress responses **(F–I)**. Each data point in the graphs represents the mean of at least three replicates. Error bars indicate SD.

Furthermore, the RT-PCR analysis showed a significantly higher *PdNCED3* (*Potri.011G112400*) mRNA accumulation in the WT plants following the stress treatment with the highest expression after 30 min followed by 20 and 10 min of the treatment (Figure 8D). In the case of the OE line, the transcript accumulation of PdNCED3 was higher and faster than in the WT, whereas the RNAi line showed significantly lower and delayed expression of NCED3 (Figure 8D). Furthermore, the *PdNCED1* (*Potri.001G393800*) transcript accumulation was upregulated in both of the OE and RNAi lines after dehydration stress (Figure 8E), but there was no difference in its expression level when compared with the wild type. Among the ABA-signaling genes, the bZIP transcription factors *Potri.014g028200, Potri.002g125400*, and *Porti.004g140600* were ABA-responsive element-binding factors that enhance abiotic stress signaling (Zou et al., 2008; Hossain et al., 2010; Tang et al., 2012). Our results indicated that the expression of these three genes gradually increased in the order of OE, WT, and RNAi under dehydration stress (Figures 8F–H). Furthermore, *NCED3* OE resulted in a decrease in the expression of *Potri.010g248100, abscisic acid-insensitive 5-like protein 2* (*Pt-ABI2*), as compared with the RNAi and the WT line (Figure 8I).

### *PdNCED3* Overexpression Reduces Oxidative Damage and Increases ABA Content

To confirm that *PdNCED* reduces damage to plants by mitigating ROS-mediated oxidative damage, the amount of H_2_O_2_ accumulation in the leaves of the transgenic plants was assessed after 30 min of dehydration stress. As expected, leaves of the OE line showed significantly lower DAB stain intensity as compared with the WT and RNAi transgenic plants, indicating a much lower level of H_2_O_2_ production in the leaves of these plants following dehydration stress (Figure 9A).

**Figure 9:**
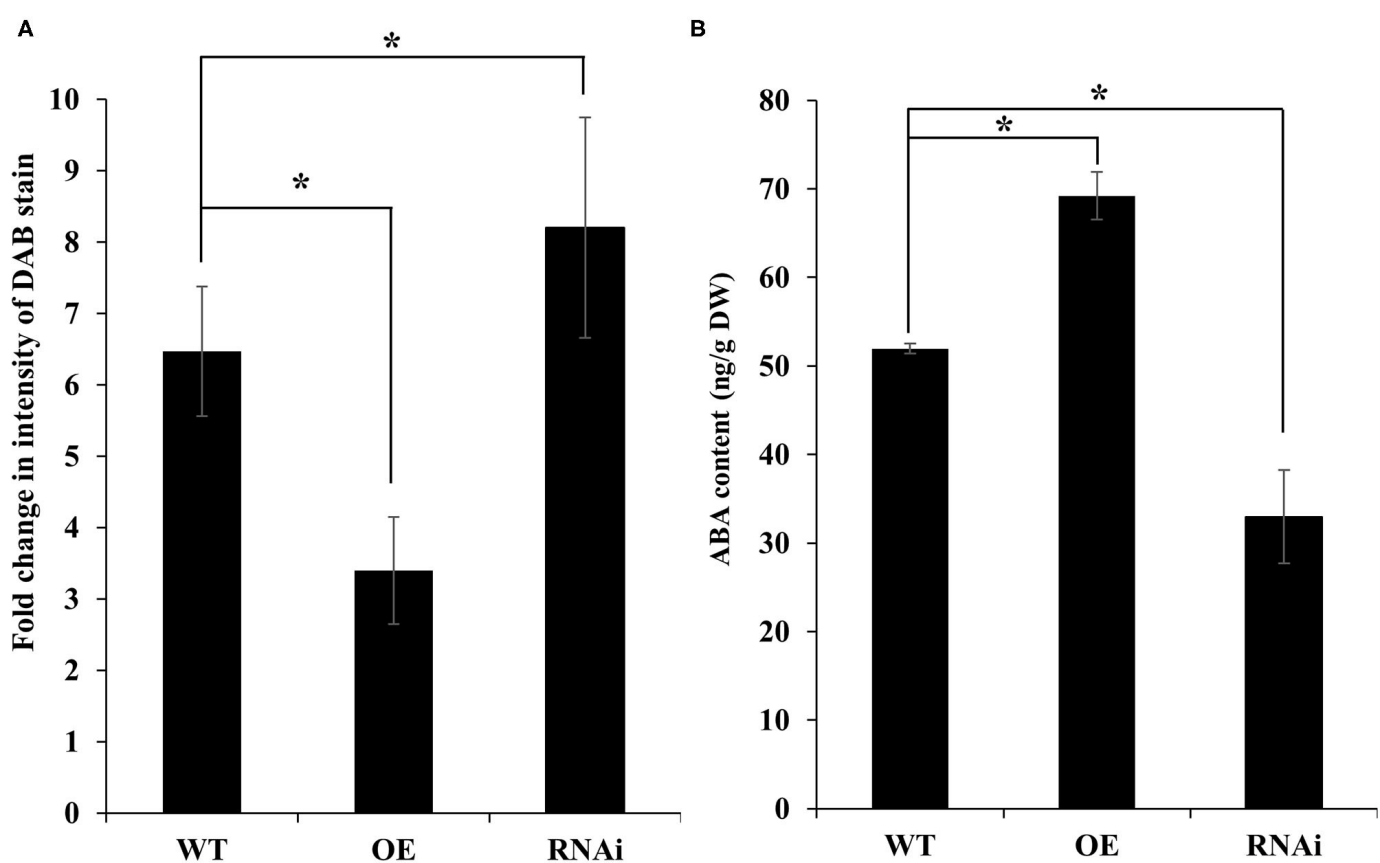
DAB staining and ABA contents in *PdNCED* transgenic plants. Diaminobenzidine staining in *NCED* transgenic plants **(A)**. ABA contents of *PdNCED* transgenic plants **(B)**. Data are presented as means of at least three replications. Error bars indicate standard error. Significant differences between means at *P* < 0.05 are indicated by asterisks (*).

It was worth knowing if the response of the *PdNCED3* OE and RNAi plants was related to the ABA contents in these plants. As expected, the ABA measurement results showed a significantly higher increase in the ABA contents of the OE line as compared with the RNAi plants (Figure 9B). These results were parallel with the expression patterns of *PdNCED3* in transgenic plants.

### Structural Differences in *P. davidiana* NCED Peptides

As described above, *PdNCED1* (*Potri.001G393800*) and *PdNCED3* (*Potri.011G112400*) were upregulated in the drought-tolerant cultivars but downregulated in the drought-sensitive cultivars. We aligned the sequence of these genes with their orthologous genes in *Populus trichocarpa* and found out that the *PdNCED* genes are unique in their sequence though both the genes showed more than 95% similarity to their respective *P. trichocarpa* orthologs. Single amino acid differences were found in the amino acid sequence of NCED3 *P. davidiana* and *P. trichocarpa* at seven different positions (Supplementary Figure 3). The first difference was a single amino acid difference at position 26 expressing isoleucine (I) in all *P. davidiana* cultivars compared with threonine (T) in *P. trichocarpa*. This was followed by another major difference between the NCED3 sequences of the two *Populus* species with the starting position number 55, where three consecutive proline threonine pairs (PTPTPT) were found in all the cultivars of *P. davidiana* as compared with only one pair in *P. trichocarpa* which may have a significant effect on the structure of this protein in the two species. Similarly, other *P. davidiana—P. trichocarpa* single amino acid differences were also found such as leucine (L66)—arginine (R66), arginine (R117)—glycine (G117), serine (S289)—threonine (T289), aspartic acid (D331)—asparagine (N), and alanine (A431)—proline (P431). Furthermore, the PdNCED3 peptide was found to be significantly smaller than PtNCED3. This was attributed to the multiple amino acid residues absent in the PdNCED3 sequence from the positions 298 to 330. This feature was especially prominent in the drought susceptible cultivars, Palgong 1 and Junguk 6–2. At position number 518, the NCED3 of both the drought-resistant *P. davidiana* cultivars and *P. trichocarpa* expressed a tyrosine (Y) residue, but it was absent in the NCED3 sequence of both the susceptible cultivars (Supplementary Figure 3).

Similarly, single and multiple amino acid differences were also found between the sequences of PdNCED1 and PtNCED1 (Supplementary Figure 4). Single-amino acid differences between *P. davidiana* and *P. trichocarpa* NCED1 were found at five different places. For example, at position number 48, proline (P) was found in all *P. davidiana* sequences but serine (S) in the *P. trichocarpa* sequence. Similarly, at position number 51 we found tyrosine (Y) in all the *P. davidiana* sequences as compared with cysteine (C) in *P. trichocarpa*. Another important difference that we observed was at position number 155 where we found valine (V) in all the *P. davidiana* sequences instead of leucine (L) in *P. trichocarpa*. We also found threonine (T) in all the *P. davidiana* sequences at position number 568 instead of asparagine (N) in *P. trichocarpa*.

With these differences in the sequence of NCED peptides from drought-resistant and susceptible cultivars, we wondered if these have any effect on the protein 3D structure. For this purpose, we submitted the deduced amino acid sequences to the I-Tasser server to predict the 3D structures. The results showed some interesting differences in the protein structure as well as the Co-factor/ligand binding (Supplementary Figure 5). PdNCED1 (Potri.001G393800) peptide was predicted to bind with an iron (Fe/Fe^2+^) co-factor only from the Palgong 2 and Seogwang 9 cultivars which are from the drought-tolerant group. Whereas, the PdNCED1 from the drought susceptible cultivars showed a tetraethylene glycol monooctyle ether (C8E) co-factor as a potential ligand. These structural differences may lead to the differential functioning of NCED in these plants resulting in significantly variable responses to drought stress.

## Discussion

Drought or water stress has long been considered a major limiting factor for crop production throughout the world. When human beings became able to differentiate between good, better, best, and bad; they selected only the best and fittest plants (and animals) for domestication. Drought or water stress resistance had been an important criterion for this selection and since then, one way or another; people have tried to select, introduce or develop crops that are resistant to water stress. However, drought is a natural phenomenon that is an integral part of climate and is certain to occur and therefore, must be expected. Since droughts are natural climatic phenomena and have been occurring for ages, plants have co-evolved with them, developing mechanisms to cope with water shortages during drought. These mechanisms are controlled by an ingenious transcriptional network of genes regulating complex biological processes to maximize plant performance under growth-limiting conditions of water stress. Based on several multi-location surveys and analyses, we identified four cultivars of *P. davidiana*. These four genotypes represent four different cultivars or varieties of poplar, widely grown in the Korean peninsula. Being different genotypes, their response to drought stress is also different. As shown in the results section, we tested the four genotypes for their response to drought stress based on morphological as well as physiological indicators and divided the genotypes into two groups i.e., tolerant group and susceptible group. The drought-resistant cultivars were Palgong 2 and Seogwang 9 whereas, the two drought susceptible cultivars were Palgong 1 and Junguk 6–2. The resistance and susceptibility of these cultivars were observed after subjecting whole plants to water stress as well as in the detached leaves experiment. Similar results were observed after the electron microscopy of the stomata following stress treatment. Water stress is often depicted by an increase in the accumulation of ROS which is why our susceptible cultivars, Palgong 2 and Junguk 6–2, accumulated significantly higher amounts of H_2_O_2_. Higher quantities of H_2_O_2_ and other ROS cause oxidative damage to plant tissues resulting in leaf deformation and curling as shown by the severe curling of leaves from the susceptible cultivars. In contrast, the leaves of the tolerant cultivars resisted leaf curling potentiated by their ability to keep their stomata almost closed to avoid the loss of water through evapotranspiration and loss of turgor. On the other hand, the leaves of the susceptible cultivars rapidly lost moisture and turgor pressure as their stomata were wide open. This is usually accompanied by a linear loss of fresh weight as shown in our results.

Plant responses to water stress are tightly regulated at the transcriptional level. The contrasting expression patterns of drought-specific genes in the tolerant and susceptible cultivars indicate the importance of these genes in regulating water stress responses in *P. davidiana* and other higher plants. Transcriptional responses subsequently dictate large-scale response pathways allocating resources and optimizing plant performance under stress through multiple routes. These include biological pathways regulating abiotic stress responses through the regulation of developmental phytohormones such as IAA, ABA, ethylene, GA, and defense hormones SA and JA (Chen et al., 2017). In this study, we found several genes involved in these hormonal pathways with changes in the expression by at least 2-folds following the stress treatment.

One of the most important and immediate responses of plants to water stress includes changes in the cellular redox state (Barchet et al., 2014). In plant cells, different compartments have different redox signatures which is the case for different types of cells at the tissue level. This differential redox signature is maintained through a complex transcriptional network of gene families including thioredoxin, peroxiredoxin, glutaredoxin, catalase, and dismutase genes (Mun et al., 2017a). We found multiple members of these families with differential expression patterns in the drought-resistant and susceptible cultivars. The transcriptional regulation of the above-mentioned pathways requires multiple transcription factor genes (WRKY, ERF, bZIP, MYB, and bHLH) which were abundantly and differentially expressed following the stress treatment. These results were similar to the findings reported in other studies involving drought stress-mediated transcriptomic analysis of *Populus* species such as Regier et al. (2009), Qiu et al. (2011), Raj et al. (2011), Peng et al. (2012), Shuai et al. (2014), Liu et al. (2015), Mun et al. (2017a), Mun et al. (2017b) and others.

The importance of ABA biosynthesis and homeostasis in plant responses to water stress is well-known as it positively regulates drought stress tolerance in plants. A key enzyme involved in ABA biosynthesis is NCED (Schwartz et al., 1997; Rook et al., 2001). The significantly higher expression of *PdNCED1* and *PdNCED3* and the concomitant increase in ABA accumulation enabled Palgong 2 and Seogwang 9 to tolerate water stress more than Palgong 1 and Junguk 6–2. These results were similar to the findings of Tan et al. (1997) who reported genetic evidence for the involvement of NCED in the ABA biosynthesis in maize under water stress conditions and Thompson et al. (2000b) who showed the involvement of *LeNCED1* in the ABA biosynthesis in tomatoes. The ABA-related role of NCED following drought stress is global and has been reported in several plant species (Burbidge et al., 1999; Qin and Zeevaart, 1999; Chernys and Zeevaart, 2000; Iuchi et al., 2000, 2001). This was confirmed by our studies on Arabidopsis *nced3* mutant plants as these plants failed to recover following 9 days of drought stress.

Over the course of transformation experiments in our laboratory (and elsewhere), it has been observed that the pure aspen *P. davidiana* is extremely difficult to transform genetically *via* tissue culture despite trying several variations and optimization in the methodology. Interestingly, *P. davidiana* has a significantly low vitality and rooting rate. More specifically, it is extremely difficult to obtain transgenic plants using *P. davidiana* leaves and stem and to our knowledge, there are no reported cases of successful transformations using *P. davidiana* leaves and/or stem. On the other hand, a successful genetic transformation has been reported using the aspen hybrid poplar “shanxin” from Northern China which is a cross between *P. davidiana* and *P. bollena* (Wang et al., 2011; Han et al., 2013; Ding et al., 2017; Han and Han, 2017). In our laboratory, we developed a shoot regeneration technology from the leaf and shoot derived calli of the hybrid poplar (*Populus alba* × *P. glandulosa*) (Choi et al., 2020) for the successful generation of transgenic plants using *Agrobacterium*-mediated transformation (Chung et al., 1989; Choi et al., 2005; Song et al., 2019). Using hybrid poplar, transgenic plants have been successfully generated with several different genes involved in a variety of physiological responses (Zhang et al., 2011; Shim et al., 2013; Choi et al., 2017; Yoon et al., 2018; Kim et al., 2020). Since the hybrid poplar used for the transformation in this study is an artificial cross between *P. alba* and *P. glandulosa*, we found that the *NCED3* DNA sequences of these two varieties were significantly similar to that of *P. davidiana*. The coding DNA sequence alignments indicated more than 99% of amino acid sequence similarity between *NCED3* from these three poplar varieties (Supplementary Figure 3). Hence, it is safe to use the hybrid poplar (*P. alba* × *P. glandulosa*) in the laboratory and field-based study instead of the pure aspen *P. davidiana*. The findings of our experiments on the transgenic plants confirmed the positive role of *NCED3* in the drought tolerance of forest trees such as Poplar.

All the drought-tolerant and susceptible cultivars used in this study expressed the two NCED genes, yet, the increase in the expression of these genes and the associated ABA quantities were significantly higher in the drought-tolerant cultivars than in susceptible cultivars. This could well be attributed to the differences in the amino acid sequence of these two genes between the tolerant and susceptible cultivars as shown in Supplementary Figures 3, 4. These sequence differences included single base pair differences at multiple places as well as long-chain differences right in the middle of the sequence especially for PdNCED3 (Potri.011G112400). Furthermore, the single base pair sequences involved amino acids such as cysteine and tyrosine residues which are active sites for post-translational modification by nitric oxide, i.e., S-nitrosylation at the cysteine residue and tyrosine nitration at the tyrosine residue. This indicates another possible explanation for the functional and expression differences between the two *NCED* genes of the tolerant and susceptible cultivars. Furthermore, these sequence differences had a great impact on the NCED 3D structure, especially that of PdNCED1 (Potri.001G393800). The ligand/co-factor binding prediction analysis showed the association of NCED1 with the Fe/Fe^2+^ co-factor in the drought-tolerant cultivars indicating the importance of Fe/Fe^2+^ co-factor for the normal functioning of the NCED. Contrastingly, PdNCED1 from the drought susceptible cultivars was found to be associated with the co-factor C8E. Furthermore, the sequence and structural differences among the NCED genes of *P. davidiana* and *P. trichocarpa* were also observed, indicating the relatively unique nature of the *P. davidiana* genome. Together, these results provide valuable information about the transcriptomic response of *P. davidiana* to water-limiting conditions and the specific role of NCED in regulating plant responses to water shortage. However, further investigation into the transcriptional control of drought-related responses, identification of key control genes, and functional genomics studies are suggested.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Author Contributions

S-UL, B-GM, E-KB, J-YK, and Y-IC performed the experiments. S-UL, J-YK, H-HK, and MS analyzed and curated the data. AH performed transcriptomic analysis. AH and B-WY wrote and reviewed the manuscript. B-WY provided the funds. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the Forest Resource Genome Project (Grant Number S111415L070140), Korea Forest Research Institute, Republic of Korea.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Drought Stress-Mediated Transcriptome Profile Reveals NCED as a Key Player Modulating Drought Tolerance in Populus davidiana
**Source:** Front Plant Sci. 2021 Oct 28;12:755539. doi: 10.3389/fpls.2021.755539
**Supplement:** Supplementary Table 1 — List of primers used for PCR.

**Supplementary Table S1. List of primers used for PCR.**

| **S. No.** | **Gene Name/Accession Number** | **Forward primer sequence (5′ – 3′)** | **Reverse primer sequence (5′ – 3′)** |
| --- | --- | --- | --- |
| **qRT-PCR primers** | | | |
| **1** | Potri.011G112400 | AGAAACGGAGCCAATCCATTT | CCCACGTTCTTGAACAAGCC |
| **2** | Potri.001G393800 | ACCCAAAACAAAACACGCCC | AAGGGTGCTGACGTTCATGT |
| **3** | Potri.004G140600 | ATCACCGGATGTGATTGCGA | CAAGGCCCTGTCAATGTCCT |
| **4** | Potri.014G028200 | AACCTCTGCTGGGGTACAAG | TCCCACACCCCTATTCTGCT |
| **5** | Potri.002G125400 | TGTGACGCAGCCTAATAACGA | CTCCCAATCCAACCACTCCC |
| **6** | Potri.003G165500 | GTGTTTTCCCCCTTTACCTTCC | TATTGCTTTCGCCGTCAGGT |
| **7** | Potri.010G248100 | CTGCCCAGACTACAGCTTTG | GTCCACGGATGCTTCAGCTA |
| **8** | Potri.017G152900 | TCATCCTGGTGCAGGAACAC | CCTGCAACAGCACCAGTTTC |
| **9** | Potri.001G309500 (Actin) | TTCTACAAGTGCTTTGATGGTGAGTTC | CTATTCGATACATAGAAGATCAGAATGTTC |
| **Transgenic vector construction by Gateway system** | | | |
| **10** | Potri.011G112400_pK2_attB1/attB2 | AAAAAGCAGGCTATGGCTTCAGCAGCAGC  (pK2_11G_attB1 F) | AGAAAGCTGGGTCTAGGCCTGTTTCTCC  (pK2_11G_attB2_R) |
| **11** | Potri.011G112400_pK7_attB2/attB1 | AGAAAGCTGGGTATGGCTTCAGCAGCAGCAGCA (pK7_11G_attB2 F) | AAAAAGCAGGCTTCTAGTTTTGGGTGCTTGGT (pK7_11G_attB1 R) |
| **Genotyping primers** | | | |
| **12** | Potri.011G112400 Overexpression | CGCAAGACCCTTCCTCTATATAAG  (pK2_35S_Pro F) | TTGTACAAGAAAGCTGGGTCTAG  (pK2_11G_OX R) |
| **13** | Potri.011G112400 RNAi | CACATGAGCGAAACCCTATAAGA (pK7GWIG2(1) T35S_nos F) | AAGATGCCTCTGCCGACAGTGGTC  (pK7GWIG2(1) 35S_Pro R) |

How the deposited data were processed for this re-analysis (not part of the article)

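RNA-seq values of 6 samples of the drought-susceptible cultivar Junguk 6–2 were analysed, 3 from control plants and 3 from plants after 10 min of dehydration. The other cultivars, the qRT-PCR measurements and the transgenic plants are not analysed here. Condition and replicate number were taken from the sample labels and the paper.

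The authors removed reads with more than 10% ambiguous bases or of low quality, aligned the others with TopHat with default values to the P. trichocarpa genome from Ensembl, and calculated the FPKM of each transcript with Cufflinks. The paper does not give the versions of these tools. The deposited FPKM values list 112919 transcripts per sample with chromosome, start, end and strand, and replicates were not pooled. The paper identified the DEGs with Cuffdiff, naming a p-value threshold of 0.05 in its methods and a Q value in its results.

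From these values, the FPKM of a gene was summed over its transcripts with Python 3.11.15 and pandas 2.3.3. Genes with an FPKM of at least 1 in at least 3 samples were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with a mean-variance trend, no block and Benjamini-Hochberg adjustment, and genes with an adjusted p-value below 0.05 were counted by direction. Group means of counts were compared by a two-sided exact permutation test in scipy 1.17.1, for which 3 samples against 3 cannot give less than 0.1. The test was tried on simulated data made from the means of the real genes. With no gene changed it called 0 genes. With 200 genes changed it recovered 79.5% of them at a log2 change of 1, 93.0% at a change of 2 and 94.0% at a change of 3, with 9 to 10 false calls. The changed genes were drawn only from those with a mean log2(FPKM + 1) above 3. The recovery therefore does not cover more weakly expressed genes or smaller changes.

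The genes named in the text were set before the data were examined. They were to be every gene the paper names by its Potri identifier and, where no table gives gene names, the 2 genes with the largest increase and the 2 with the largest decrease among those past the threshold with complete separation of the groups. The files list POPTR identifiers, and nothing used here paired them with Potri identifiers. No outside pairing was used. The genes for NCED, AREB and ERD3 proteins and the transcripts of Figure 4 are therefore not analysed here.

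The files give no read counts, and the mapped reads of each sample, from 22127330 to 37277838, are those the paper lists in Supplementary Table 2. A check of GC content needs a genome and was not done. The alternatives tried were other pseudocounts, filters, scalings between samples, thresholds and variance models, the transcripts in place of the genes, the replicate number as a block, the library series as a covariate, and leaving out each sample in turn. Others were added after the data were seen, namely genes spanning at least 200 bp, annotated genes, array weights, leaving out replicate 1 of both groups, the block with genes spanning at least 200 bp, and the numbers of expressed genes and transcripts without each replicate and in same-numbered pairs.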

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

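The comparison of directions between unannotated loci and annotated genes was chosen only after the result was seen, and the tests of short loci and of neighbouring genes were not. Unannotated loci were among the genes past the threshold. The paper does not report on them separately, although its numbers of expressed genes are matched only by counts that include them. Of the 3261 unannotated loci tested in Junguk 6–2, 380 (11.7%) were past the adjusted p-value of 0.05, with 135 higher and 245 lower after dehydration. Among annotated genes the share was 11.3%, or 2217 of 19594. The unannotated loci were more often lower than the annotated genes, of which 1075 rose and 1142 fell (Fisher's exact test across loci, p = 2.76e-06, where loci are not independent replicates). Under quantile normalization 133 unannotated loci rose and 197 fell while 1071 annotated genes rose and 682 fell, and under median-of-ratios scaling 161 and 199 unannotated loci did so against 1307 and 792 annotated genes, so the loci were more often lower under both scalings. With the replicate number as a block, 71 unannotated loci rose and 132 fell, so that 203 were past the threshold, and across the 21 alternatives with an adjusted p-value the number was from 90 to 424.

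Very short loci did not account for this number, since 2.63% of the 380 loci spanned less than 200 bp, against 9.72% of all unannotated loci tested. A second explanation was that these loci are unannotated ends of neighbouring genes. An annotated gene within 2000 bp was tested for 98 of the loci, and it changed in the same direction in 56.1% of these cases, against 55.1% of 581 annotated genes past the threshold (Fisher's exact test, p = 0.913). The nearest tested gene that did not overlap the locus was used, on either strand, and any change of the same sign counted. The share was under the 80% set for this explanation and showed no excess over annotated genes. This goes against the nearest such gene as the source for most of these 98 loci. Annotated genes overlapping a locus were passed over, so a locus that is part of a gene it overlaps was not tested. The other loci had no tested gene of this kind and were not covered. Reads of another organism and sharing of reads between similar loci were not tested, because no genome was used here.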

How the results depend on the processing

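The tests on the samples named here were not chosen only after the result was seen, but genes spanning at least 200 bp, annotated genes, array weights, replicate 1 left out of both groups, the block with genes spanning at least 200 bp, the expressed counts without each replicate, and the expressed counts compared in same-numbered pairs were alternatives added after seeing the data. All others were set before the data were examined. The cause of the changes below was not tested unless a value is given for it.

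Of the 24 alternatives, 12 left the number of upregulated genes (1210) within 1.5 times, from 837 to 1468, and 10 left that of downregulated genes (1387) there, from 991 to 1552. With the replicate block, where the pairing is taken from the labels, 610 genes were upregulated and 462 downregulated, against 1210 and 1387 without the block, and same-numbered samples deviated together with r of 0.20, 0.064 and 0.034. Past that range were also the library series covariate with 391 upregulated and 347 downregulated, replicate 1 left out of both groups with 376 and 240, an unadjusted p-value below 0.05 with 2685 and 4212, at least a 2-fold change with 359 and 227, and an adjusted p-value below 0.01 with 443 and 247. Quantile normalization gave 879 downregulated genes, and the block with genes spanning at least 200 bp gave 696. The 6 fits that each left out one sample gave from 529 to 707 upregulated and from 356 to 610 downregulated genes.

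The larger direction depended on the setting. The factors of median-of-ratios scaling were 1.042, 1.02 and 0.9996 in controls 1, 2 and 3. In dehydrated samples 1, 2 and 3 they were 0.9835, 0.9688 and 0.9948, so the deposited values leaned lower after dehydration. This offset goes with the larger number of downregulated genes on the values as deposited. It did not decide the direction alone, since some settings without scaling also gave more upregulated genes. Downregulated genes were more numerous in 10 of the 25 settings and upregulated genes in 15, namely both scalings between samples, both fits with the block, the covariate, each fit without one sample, the fit without replicate 1 of both groups, the transcripts, at least a 2-fold change, and an adjusted p-value below 0.01.

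Of the 10 splits of the 6 samples into 3 and 3, 4 part all same-numbered pairs as the real split does, and the other 6 part 1 pair. Among the 4, 1 gave as many genes past the threshold, the real one. The other splits gave at most 2 genes, and from 381 to 896 at an unadjusted p-value below 0.05. For genes with at least a 2-fold change, 1 of the 4 splits, again the real one, gave as many, and the others at most 2. So few splits cannot give a share under 0.05, so a grouping by chance cannot be excluded in this way.

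By its library number, control 1 was placed in the series of the dehydrated samples. When it was held out, 1144 genes were called from the other samples, and control 1 lay nearer to controls 2 and 3 than to the dehydrated samples in 93.6% of them, so the series did not account for most of these calls. Genes spanning less than 200 bp were 0.462% of the genes past the threshold.

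The mean number of expressed genes (27719 in control and 27986 in dehydrated samples) became 26894 and 26885 at an FPKM of at least 0.1, and 22683 and 22385 at an FPKM of at least 1. The mean number of expressed transcripts (98634 and 99011) became 57164 and 57422, and 40074 and 39077. Without each replicate in turn, the mean number of genes with an FPKM above 0 was from 27675.5 to 27765.5 in control and from 27756 to 28137.5 in dehydrated samples, and that of transcripts from 98569 to 98701.5 and from 98716.5 to 99214. With 3 samples such a mean cannot move by as much as its SD, so this shows no stability. In same-numbered pairs, with the pairing taken from the labels, the mean differences of 266 genes and 377 transcripts with an FPKM above 0 were the same, and the exact permutation p was 0.25 for both, the smallest possible, against 0.4 and 0.3 without the pairing.

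The 4 named loci are listed at 0 in all samples of one group, which leaves little room for a change of direction, and the fits without one sample that gave a value for them left out only samples at 0. These fits therefore show no stability. The fit with the library series covariate sets the dehydrated samples against control 1 alone. With the library series covariate, XLOC_032582 was no longer past the threshold, with an adjusted p of 0.0793. The filters and fits that dropped these loci gave no value, namely an FPKM of at least 1 in all samples, the sets without short or unannotated loci, replicate 1 left out of both groups, and fits without a sample of the only group in which the locus was above 0. The planned results for genes and transcripts with Potri identifiers were not run, since nothing used here pairs the identifiers. Tests for counts were not run because the values are FPKM. The files hold no counts, so the number of fragments behind a value of a short locus is not known here.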

Differences from the paper's values

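None of the comparisons in this part was chosen only after the result was seen. For upregulated genes in Junguk 6–2, the paper's number is 2244, and 1210 were found with limma on log2(FPKM + 1) at an adjusted p-value below 0.05. Of the alternatives set before the data were examined, an unadjusted p-value below 0.05 came within 1.5 times the paper's number, with 2685 upregulated genes, and none of the others did. Median-of-ratios scaling came nearest among the rest, with 1468. None of the alternatives added after seeing the data came within that range. At the same unadjusted threshold, 4212 genes were downregulated, against the paper's 1874, whereas 1387 were downregulated at the adjusted threshold.

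The paper lists more upregulated than downregulated genes for Junguk 6–2. With the values as deposited, 1210 genes were upregulated and 1387 downregulated. With median-of-ratios scaling the numbers were 1468 and 991, and with the replicate block, taken from the pairing in the labels, 610 and 462. On the values as deposited, upregulated genes were also more numerous at an adjusted p-value below 0.01 (443 and 247) and with at least a 2-fold change (359 and 227).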

Other observations

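The tests of scaling and of sequencing depth for the genes at an FPKM of at least 1, the test on Palgong 1, and the rank correlation of neighbouring genes were chosen only after the result was seen. The tests on replicate 1 and on transcripts changing in opposite directions were set once these patterns had been seen, before their own values were known.

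At an FPKM of at least 1, all 3 dehydrated samples had fewer genes (22392, 22258 and 22506) than all 3 control samples (22755, 22634 and 22661). After median-of-ratios scaling, 3 of the 3 dehydrated samples still lay below all controls, with 22447, 22344 and 22520 genes against 22658, 22581 and 22662, so scaling between samples accounted for part of the difference and not for all of it. In 1 of the 2 groups, the sample with the most mapped reads had the fewest genes, and these were the controls, whose mapped reads lay between 22127330 and 22789833. In the dehydrated group the sample with the most mapped reads, 37277838, had the most genes, which goes against sequencing depth. Other technical explanations were not tested.

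Replicate 1 of both groups stood apart from the other samples on the second principal component. Among 17053 genes spanning at least 2000 bp, the second component still separated them, with a gap of 23.7 and 17.6% of the variance, against a gap of 64.7 and 24.0% over all genes tested. The gap was much smaller without the shorter genes, although scores also depend on the number of genes, so both gaps are not on one scale. The shorter genes do not account for all of the separation. The paper's numbers of mapped reads did not account for it either. Replicate 1 did not hold the same extreme of them in both groups (value 0). Control 1 was in the middle of its group and dehydrated sample 1 the lowest. On the commonest short single-transcript loci, which span 101 bp, all values above 1 were whole multiples of the smallest of them. Of 205 such loci, between 2 (dehydrated sample 2) and 10 (control 1) were above 0 in a sample. With so few values, this cannot show that the smallest is a unit comparable between samples. This smallest value was 76759 FPKM in control 1 and 97036 in dehydrated sample 1, against 31207 and 34357 in controls 2 and 3 and 51903 and 19227 in dehydrated samples 2 and 3, although the paper's numbers of mapped reads of the 3 controls were between 22127330 and 22789833. Within each group, the smallest value was highest in replicate 1, so a depth not captured by the mapped reads was not excluded. The cause of the difference in the smallest value was not tested, and no biological explanation of the replicate number is given by the design.

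Upregulated annotated genes had a median span of 1930 bp, against 3299.5 bp for downregulated genes and 3460 bp for the rest. Spearman's correlation of span with log2 fold change across annotated genes was -0.161. Among the 10 splits of the 6 samples, 5 had a correlation as large in size, the real one included, and so had 2 of the 4 splits that part all same-numbered pairs. The shorter span of the upregulated genes cannot be told apart from a length bias between samples.

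Log2 fold changes of neighbouring annotated genes within 10000 bp on the same strand were weakly correlated (5388 pairs, Pearson's r = 0.0679, permutation p = 0.001, the smallest that 1000 shuffles give, Spearman's rho = 0.0325, permutation p = 0.019). On opposite strands the correlation was r = 0.0113 (5463 pairs, permutation p = 0.42, Spearman's rho = 0.0234, permutation p = 0.087). Genes are not independent replicates. Transcription or reads running from one gene into the next is a candidate explanation for the correlation on the same strand. The difference between the strands was not itself tested, and it was smaller for Spearman's rho than for Pearson's r. The values therefore do not set this explanation apart from others. Similar genes in tandem that share reads were not tested.

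In 173 genes, at least one transcript rose and another fell past the threshold. None of the other splits gave more than 1 such gene, and 1 of the 10 splits, the real one, gave as many. The other splits had at most 2 genes past the threshold, against 2597 in the real split, which left little room for such genes. They therefore cannot tell whether noise in dividing reads between transcripts accounts for the pattern. With 10 splits the share also cannot go under 0.1, so this noise cannot be excluded.

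In the paper's Supplementary Table 2, control sample 1 of Palgong 1 has 24597 expressed genes, whereas the paper's values for the other samples of the table lie between 27151 and 28445. It has 22321483 mapped reads, and 5 of the 24 samples have fewer mapped reads and more genes, so sequencing depth did not account for the low number. The paper's mean over 12 control samples, 27501, is below its mean for the dehydrated samples, 27623. Without this sample the mean of the paper's other 11 control values is 27765, above that of the dehydrated samples. The values of Palgong 1 itself are not analysed here.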
